# The Lamin-Like LITTLE NUCLEI 1 (LINC1) Regulates Pattern-Triggered Immunity and Jasmonic Acid Signaling

**DOI:** 10.3389/fpls.2019.01639

**Published:** 2020-01-09

**Authors:** Mai Jarad, Kiruthiga Mariappan, Marilia Almeida-Trapp, Michael Florian Mette, Axel Mithöfer, Naganand Rayapuram, Heribert Hirt

**Keywords:** nuclear envelope, lamin, pathogen-associated molecular pattern, innate immunity, jasmonic acid, glucosinolate biosynthesis

## Abstract

Pathogen-associated molecular pattern (PAMP) recognition occurs by plasma membrane located receptors that induce among other processes nuclear gene expression. However, signaling to the nuclear compartment is restricted by the nuclear envelope and nuclear pore complexes. We show here that among the four *Arabidopsis* lamin homologs LITTLE NUCLEI/CROWDED NUCLEI (LINC/CRWN), LINC1 plays an important role in PTI and jasmonic acid (JA) signaling. We show that *linc1* knock out mutants affect PAMP-triggered MAPK activation and growth inhibition, but not reactive oxygen species or callose accumulation. We also demonstrate that *linc1* mutants are compromised in regulating PAMP-triggered pathogen-related genes, in particular encoding factors involved in JA signaling and responses. Expression of a number of JAZ domain proteins, the key JA-related transcription factor MYC2 as well as key MYB transcription factors and biosynthesis genes of both the indole and aliphatic glucosinolate pathways are changed in *linc1* mutants. Moreover, PAMP triggers JA and JA-Ile accumulation in *linc1* mutants, whereas salicylic acid levels are unchanged. Despite impairment in PAMP-triggered immunity, *linc1* mutants still show basal immunity towards *Pseudomonas syringae* DC3000 strains. High JA levels usually render plants resistant to necrotrophic pathogen. Thus, *linc1* mutants show enhanced resistance to *Botrytis cinerea* infection. In accordance with a general role of LINC1 in JA signaling, *linc1* mutants are hypersensitive to growth inhibition to external JA. In summary, our findings show that the lamin-like LINC1 protein plays a key role in JA signaling and regulation of PTI responses in *Arabidopsis*.

## Introduction

Plants are constantly under attack from potentially pathogenic microbes. The perception of a pathogen attack by the plant triggers the activation of immune signaling events and defense responses. Components of plant innate immunity have been categorized into two general lines of defense (Jones and Dangl, 2006), with pattern-triggered immunity (PTI) through the perception of pathogen-associated molecular patterns (PAMPs) by membrane bound pattern recognition receptors representing the first (Schwessinger and Ronald, 2012; Macho and Zipfel, 2014). Early defense responses include a rise in the intracellular calcium concentration (Liese and Romeis, 2013), the production of reactive oxygen species (ROS) (Torres et al., 2006), the activation of mitogen-activated protein kinase (MAPK) cascades and the expression of pathogen-related proteins (Nurnberger et al., 2004; Ahuja et al., 2012), and the biosynthesis of stress-related hormones such as salicylic acid (SA), jasmonic acid (JA), and ethylene (Grant and Jones, 2009; Tsuda et al., 2013). These early events after PAMP perception lead to defense responses mediated by transcriptional reprogramming (Mur et al., 2008), stomatal closure, production of antimicrobial compounds (Dixon, 2001), and the deposition of callose (Gomez-Gomez et al., 1999). The second tier of the plant defense system elicits a more robust and long-term response and is termed effector-triggered immunity. Effector-triggered immunity is prompted when effectors transferred by host-adapted pathogens in order to interrupt signaling steps of the PTI response are recognized by Resistance proteins of the host cells (Jones and Dangl, 2006; Nicaise et al., 2009; Collier and Moffett, 2009; Dodds and Rathjen, 2010; Tsuda and Katagiri, 2010; Hann et al., 2010; Spoel and Dong, 2012; Takken and Goverse, 2012).

JA not only regulates plant development, but also plays a pivotal role in local and systemic pathogen resistance responses. JA-Ile is the bio-active form of JA, it induces the formation of a receptor complex that leads to the ubiquitination and degradation of the JAZ (JASMONATE ZIM-DOMAIN) transcriptional repressors (Thines et al., 2007; Browse, 2009; Fonseca et al., 2009; Koo et al., 2009; Yan et al., 2016). In the absence of pathogen challenge, low levels of JA-Ile allow JAZ accumulation and repression of JAZ target genes (Pauwels and Goossens, 2011; Zhang et al., 2015). Upon pathogen-induced JA-Ile accumulation, JAZs interact with the F-box CORONATINE INSENSITIVE 1 (COI1), forming a co-receptor complex leading to JAZ degradation and transcriptional induction (Pauwels and Goossens, 2011).

Signal transduction induced by extracellular factors such as PAMPs ultimately results in modulation of gene expression in the nuclear compartment. However, access to the genomic DNA embedded in chromatin is restricted by the nuclear envelope and transport through nuclear pore complexes (NPCs). NPCs, which are embedded in the nuclear envelope, are surrounded by inner and outer nuclear membrane proteins. These NPCs include the SUN (Sad1p, UNC-84) and the membrane-spanning KASH (Klarsicht, ANC-1, Syne Homology domain) proteins (Poulet et al., 2017). A series of plant-specific WPP domain proteins play an analogous role to the metazoan KASH proteins including the anchoring of the RanGAP GTPase to the outer nuclear membrane (Xu et al., 2007; Zhao et al., 2008; Zhou et al., 2012). The protein complex that is formed by the KASH and SUN proteins is proposed to link the cytoskeleton to the nucleoskeleton. SUN1 and SUN2 interact with the LITTLE NUCLEI1 (LINC1)/CROWDED NUCLEUS1 (CRWN1) protein that lies at the periphery of the nucleoplasm, providing shape and size to the nucleus (Graumann, 2014). On the other hand, SUN proteins also interact with the WPP-INTERACTING PROTEIN (WIP1) protein that lies on the outer nuclear membrane (Zhou et al., 2012). WIP1 is closely related to WIT proteins, which link the nuclear envelope to actin filaments *via* the plant-specific KAKU1 myosin-like protein (Tamura et al., 2013).

In *Arabidopsis*, the *LITTLE NUCLEI/CROWDED NUCLEI* gene family has four members, *LINC1* to *LINC4*. While *linc1* and *linc4* single mutants are affected in nuclear size, nuclear shape, and chromatin organization, some double and triple mutants also show a dwarf phenotype (Dittmer et al., 2007; Wang et al., 2013). A recent study reported that LINC1 and LINC3 are involved in seed germination by regulating the degradation of ABA-INSENSITIVE5 (ABI5) protein (Zhao et al., 2016). Furthermore, LINC1 also interacts with the NAC transcription factor NTL9 and plays a role in suppressing the plant immune response towards the virulent pathogen *Pseudomonas syringae* pv. *maculicola* (*Psm*) ES4326 (Guo et al., 2017). Guo et al. also reported a role for pathogens and SA in inducing LINC1 degradation, which interacts with NTL9 and SNI1 to inhibit *PR1* transcription (Guo et al., 2017).

Here, we demonstrate that LINC1 plays a role in regulating PTI responses. By characterizing PTI in *linc1* knock out mutants, we show that LINC1 influences several components of the JA and glucosinolate (GS) biosynthetic and signaling pathways. The induction of the immune response in the *linc1* mutant plants is affected and leads to induction in JA accumulation and transcriptional reprogramming. Furthermore, both tryptophan-derived indole glucosinolate (IGS) and methionine-derived aliphatic glucosinolate (AGS) signaling pathways are affected in *linc1* mutants in PTI. The data reported in this study establish that LINC1 is a positive regulator of PTI responses and plays a role in JA signaling and GS biosynthesis.

## Results

### LINC1 Positively Regulates Early and Late PTI Responses

LINCs contain a tripartite structure with a central coiled coil domain as well as nuclear localization signals and are proposed to be the best candidates of lamins in *Arabidopsis* (Guo and Fang, 2014). They have been shown to participate in functions such as in regulating chromatin organization and nuclear shape and size that are controlled by nuclear lamins in organisms other than plants. *Arabidopsis* quadruple *linc* mutants are not viable (Dittmer et al., 2007; Sakamoto and Takagi, 2013; Wang et al., 2013), but mutations in both *LINC1* and *LINC4*, but not in *LINC2* and *LINC3*, can change nuclear size and the shape of differentiated cells (Dittmer et al., 2007; Dittmer and Richards, 2008). However, except for recent reports on the role of *LINC1* and *LINC3* in seed germination (Zhao et al., 2016), and enhanced disease phenotype in the *linc1 linc2* double mutant (Guo et al., 2017), the functions of LINC proteins have not been further characterized.

To elucidate the specific role of *LINC1* in the PTI stress response, we investigated whether LINC1 is involved in flg22-induced PTI responses. We obtained T-DNA insertion lines *linc1-1* (Dittmer et al., 2007) and *linc1-2* (Sakamoto and Takagi, 2013) and confirmed by quantitative RT-PCR analysis (qRT-PCR) that both are knock out mutants (**Figures S1A, S1B**). Nevertheless, as reported before, both had no visible developmental or growth phenotype (**Figure 1A**). In order to generate complementation lines, we introduced a GFP-tagged *LINC1*-fusion construct under the control of a constitutive ubiquitin gene-derived promoter into the *linc1-1* mutant line by *Agrobacterium*-mediated transformation. Two of the obtained transgenic lines, *ProUbi: LINC1*-GFP C#2 and *ProUbi: LINC1*-GFP C#5, showed similar *LINC1* transcript levels as wild type plants (**Figure S2**) and exhibited no discernable growth or developmental phenotypes (**Figure 1A**). We also acquired a strong *LINC1* overexpression line, *Pro35S:LINC1-*GFP OE (Sakamoto and Takagi, 2013), this line showed 20-fold increased *LINC1* transcript levels and the plants were phenotypically slightly larger in size when compared to wild type (**Figures 1A** and **S1**).

**Figure 1:**
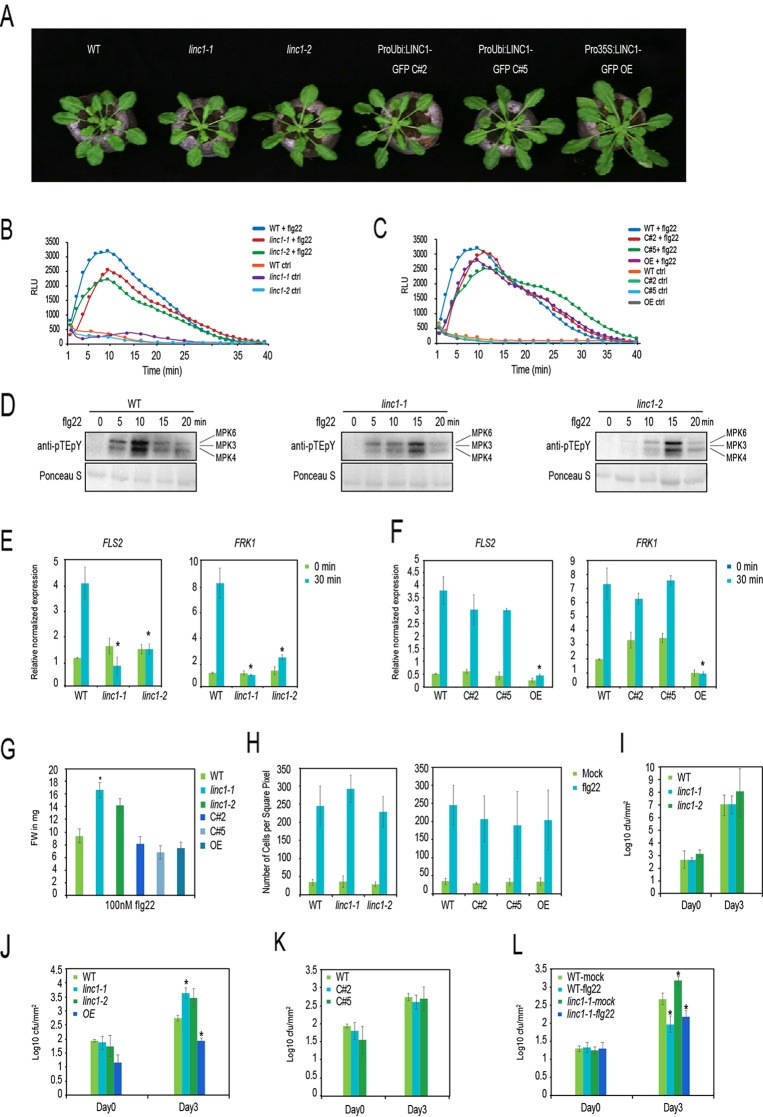
*LINC1* regulates early and late PTI responses. **(A)** Morphological phenotypes of 4-week old jiffy grown plants. **(B)** flg22-induced ROS burst over 40 min in leaf discs of 5-week old plants WT, *linc1-1*, *linc1-2* plants and **(C)** in WT, C#2, C#5, OE plants. **(D)** flg22-induced MAPK activation in WT, *linc1-1* and *linc1-2* plants. **(E**, **F)** FLS2 and FRK1 marker gene expression in 10-day old seedlings treated with 1 µM flg22 for 30 min of WT, linc1-1, linc1-2 plants and in WT, C#2, C#5, OE plants. **(G)** flg22-induced seedling growth inhibition of WT, *linc1-1*, *linc1-2*, C#2, C#5, and OE plants. **(H)** flg22-induced callose deposition in WT, linc1-1, linc1-2, C#2, C#5, and OE plants. **(I)** Bacterial population evaluated in 4-week old WT, *linc1-1*, *linc1-2* plants after 3 and 72 hpi with *Pst DC3000* at an OD 600 nm = 0.02. **(J)** Bacterial population evaluated in 4-week old WT, *linc1-1*, *linc1-2*, and OE plants after 3 and 72 hpi with *Pst hrcC*- at an OD 600nm = 0.02. **(K)** Bacterial population evaluated in 4-week old WT, C#2 and C#5 plants after 3 and 72 hpi with *Pst hrcC* at an OD 600 nm = 0.02. **(L)** Bacterial population evaluated in 4-week old WT and *linc1-1* plants pretreated with water or 1 1 µM flg22 for 24 hours and then challenged with Pst DC3000 at an OD 600 nm = 0.02 after 3 and 72 hpi. Flg22 priming of WT and linc1-1 plants with flg22 at 24 h before Pst hrcC- infection. The data are shown in **(E**–**L)** are means from three biological replicates with a two-way Anova. Asterisk indicates a significant difference with *P* < 0.05 when compared with the wild type.

We then proceeded to examine known early and late PTI responses in the *linc1* mutants. PAMP-induced ROS production is one of the well-documented early immune responses, therefore we measured ROS levels upon flg22 treatment in our selected lines. *Linc1-1* and *linc1-2* mutant plants showed slightly lower flg22-induced ROS levels, whereas the OE, C#2, and C#5 plants showed similar ROS levels as wild type plants (**Figures 1B**, **C**). Another well documented early PTI response is the activation of the immune MAPKs MPK3, MPK4, and MPK6 in response to flg22, which we checked by testing for activation-specific protein phosphorylation. *linc1-1* and *linc1-2* mutants displayed a delayed peak of activation of the MAPKs when compared to wild type (**Figure 1D**).

Furthermore, *linc1-1* and *linc1-2* mutants were completely compromised in the flg22-induced expression of the PTI marker genes *FLS2* and *FRK1* (**Figure 1E**). To confirm that the compromised *FLS2* and *FRK1* expression in these lines was due to the lack of functional *LINC1* we examined C#2 and C#5 lines which had been obtained by transforming the *linc1-1* mutant. Expression of *LINC1-GFP* restored flg22-mediated induction of *FLS2* and *FRK1* expression to normal levels (**Figure 1F**). We also examined the *LINC1 OE* line for *FLS2* and *FRK1* expression and found that it was compromised in flg22-mediated *FLS2* and *FRK1* induction (**Figure 1F**).

One of the later plant responses to PAMP perception is growth inhibition and increased callose deposition (Zhang et al., 2007). *Linc1-1* and *linc1-2* mutant plants exhibited resistance to growth inhibition by flg22 compared to wild type plants, while *LINC1 OE* and both complementation lines C#2 and C#5 exhibited normal growth-inhibition responses (**Figure 1G**). In addition, we measured callose accumulation in our mutant plants as well as in the OE line 24 h after flg22 treatment. However, no significant changes in callose accumulation levels were observed in any of the lines when compared to wild type plants (**Figure 1H**).

Finally, we tested if *LINC1* plays a role during PTI. We infected both *linc1-1* and *linc1-2* plants by spray-inoculation with the virulent bacterium *P. syringae* pv. *tomato* DC3000 (*Pst* DC3000), and the non-virulent *P. syringae* pv. *tomato* DC3000 *hrcC*^−^ (*Pst hrcC*^−^). The *Pst hrcC*^−^ strain is characterized by attenuated virulence due to a lack of a functional type III-secretion system and therefore can be considered as a PTI-specific strain. We observed no difference between bacterial levels within leaf tissue in wild type, *linc1-1*, and *linc1-2* plants after spray-inoculation with *Pst* DC3000 at 3 or 72 h post-inoculation (hpi) (**Figure 1I**), indicating that *LINC1* does not play an essential role in basal resistance. However, a reduction in resistance was evident in *linc1-1* and *linc1-2* after 72 h post-inoculation with *Pst hrcC*^−^ (**Figure 1J**). Since no differences in bacterial levels were observed at 3 h, we could exclude an effect at the level of bacterial access through stomata. The enhanced susceptibility to infection in the *LINC1* knock out mutants was largely restored to wild type levels in the complementation lines C#2 and C#5 (**Figure 1K**). To assess the specificity of the enhanced plant resistance detected in *linc1* mutants, we tested whether a similar phenotype could be observed in T-DNA knockout mutant lines of other members of the *LINC* gene family (Wang et al., 2013). To test whether flg22-induced priming is affected in linc1, we pretreated wild type and linc1-1 plants with flg22 24 h before Pst hrcC- infection. Wt and linc1-1 plants showed similar priming, indicating that linc1-1 is not compromised in flg22 priming (**Figure 1L**). We did not find significant changes in response to *Pst hrcC*^−^ infection in *linc2*, *linc3*, *linc4*, *linc1/linc4*, or *linc2/linc3* plants at 72 hpi (**Figure S3**). Interestingly, although we did not see major effects of the OE lines in PTI markers, these plants showed lower infection levels than in wild type plants. Moreover, since Guo et al. reported that among the single and double *linc* mutant lines tested, they observed a slightly enhanced pathogen resistance phenotype to the virulent *Psm* ES4326 pathogen in the single *linc1-1* mutant, we decided to investigate whether a similar phenotype could be observed in the *linc1* mutants plants used in this study. We observed no significant changes in response to *Psm* ES4326 pathogen infection in *linc1-1*, *linc1-2*, *OE*, *C#2*, and *C#5* plants after 72 hpi (**Figure S4**).

Taken together, our data demonstrate that the disease resistance to *Pst hrcC*^−^ is strongly affected in *linc1* mutant plants. Moreover, these results also indicate that *LINC1* plays a significant role in the regulation of PAMP-induced MAPK activation and defense gene expression.

### *LINC1* Regulates PAMP-Triggered Gene Expression

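*LINC1* (AT1G67230) encodes a lamin-like protein of the nucleus and lies on chromosome 1 of TAIR10.1 from 25151211 to 25156389. It was listed at 17.2 to 28.3 FPKM in the 6 wild type (WT) libraries and at 2.09 to 3.76 FPKM in the 6 libraries of *linc1-1*, a line with a T-DNA insertion in this gene. Its log2 fold change in *linc1-1* against WT was −2.94 (SE 0.20, adjusted p = 8.47e-05 from limma) in mock-treated seedlings and −2.67 (SE 0.20, adjusted p = 0.000238) after *Pst hrcC*-, a *Pseudomonas* strain without a working type III secretion system. All 12 libraries held the *LINC1* level of their labelled genotype. Whole 14-day-old seedlings of both genotypes, mock or *Pst hrcC*- treated for 24 hours, gave 4 groups of 3 libraries. The authors mapped the reads with TopHat2 and deposited FPKM values from Cufflinks for 27371 genes, with no read counts. The labels give the bacterial density as an OD600 of 0.002 and the growth temperature as 23 °C. Differences were tested with limma on log2(FPKM + 1) for the 16677 genes with a mean of at least 1 FPKM, with the 4 groups in one fit. A gene was called at an adjusted p under 0.05 and a fold above 1.5. The depth of the libraries is not known. Their floors of low values, the 1st percentile of FPKM above 0 scaled by transcript length, differed by up to 12.35-fold. The WT replicate 1 libraries lay at −49 and −27.8 on the first principal component, beside the *linc1-1* libraries at −4.98 to −39.5, whereas the other WT libraries lay at 41.8 to 59. On the second component WT *Pst hrcC*- replicate 1 lay at 77.6 and the other libraries at −42.7 to 14. Within WT, Pearson's r across genes was 0.818 to 0.851 between replicate 1 and the others, and 0.918 and 0.938 between replicates 2 and 3. Against *linc1-1* libraries of the same treatment, r was 0.861 to 0.894 for WT replicate 1 and 0.843 to 0.925 for WT replicates 2 and 3. In WT *Pst hrcC*- replicate 1, 11 of 11 clock genes lay beyond all other libraries, with morning genes such as *CCA1* higher and evening genes such as *TOC1* lower. *PRR7*, within the range of the other libraries, was left out of the 11 after the values were seen.

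**Figure D1:**
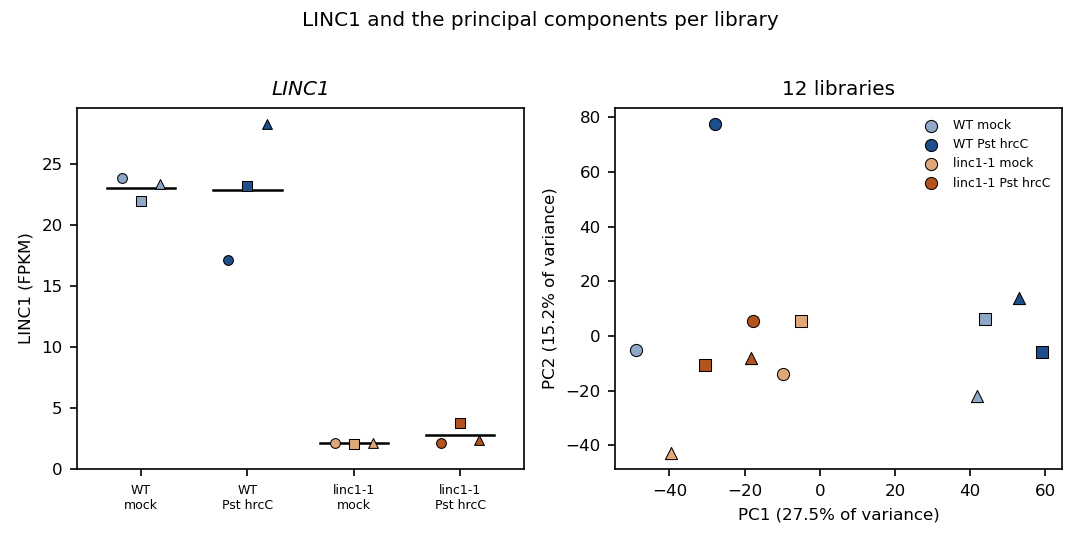
*LINC1* in FPKM (left) and the first and second principal components of log2(FPKM + 1) (right) for the 12 libraries. Points are libraries, with circles, squares and triangles for replicates 1, 2 and 3, and lines are group means; the WT replicate 1 circles lie on the *linc1-1* side of the first component.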

In order to identify genes dependent on *LINC1* in their regulation after *Pst hrcC*^−^ treatment, we performed a global transcriptome analysis on samples from three independent repeats of 14 day old seedlings of wild type and *linc1-1* mutant plants (**Figure 2**). The plants were harvested at 24 hpi of *Pst hrcC*^−^. 

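Both reference genes of the qRT-PCR, *ACT2* (AT3G18780, actin) and *UBQ10* (AT4G05320, polyubiquitin), were listed in all 12 libraries, at a mean of 199.6 and 458 FPKM. In the files, 24967 genes were above 0 in at least 1 library and 19126 in all 12. Single libraries held between 20568 and 22548 genes above 0. Of the 39 genes in Table S1 with a primer pair, 33 passed the minimum of 1 FPKM. The flagellin-responsive kinase gene *FRK1*, the SA-related *AIG1* and *NIMIN1*, the ET biosynthesis gene *ACS8* and the GS regulators *MYB76* and *MYB122* stayed below it. Across the 4 comparisons of groups, 173 different genes were called by limma.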

Of the 24,911 transcripts that were represented in the data, 1618 genes showed differential expression (fold change > 1.5, p value < 0.05). Comparing non-treated *linc1-1* to wild type plants, we found 420 upregulated and 912 down regulated genes. 

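Without bacteria, 3 genes were higher and 3 lower in *linc1-1* than in WT (n = 3 libraries per group). AT3G01345, a gene without a symbol in the annotation, was listed at 0.400 ± 0.389 FPKM (SD, n = 3) in WT and 157.7 ± 19.2 in *linc1-1*, a log2 fold change of 6.85 (SE 0.20, adjusted p = 2.18e-08 from limma). *HEI10* (AT1G53490), which encodes a meiotic crossover protein, was higher by 3.18 (SE 0.15, adjusted p = 2.55e-06). *MRD1* (AT1G53480) was listed at 0 in every WT library and at 2.01 ± 0.314 FPKM (SD, n = 3) in *linc1-1*. *MRD1* and *HEI10* overlap by 1446 bp on opposite strands, so their values may share reads. The paper names a stranded library kit, and the files do not show whether the strand was used for the FPKM. Besides *LINC1*, AT1G02660 (log2 fold change −1.74, SE 0.23, adjusted p = 0.0382) and AT5G45630 (log2 fold change −1.63, SE 0.22, adjusted p = 0.0399) were lower. In these 6 genes the 2 groups did not overlap, which chance gives for 10% of genes. AT3G01345, AT1G02660, AT5G45630 and *MRD1* were chosen after their values were seen. At an unadjusted p under 0.05 with the same fold minimum, as in all unadjusted counts here, 300 genes were higher and 469 lower. By chance a p under 0.05 alone is reached by a share of 0.05 of tested genes. Without WT mock replicate 1 the counts of called genes were 12 and 8, and without both WT replicate 1 libraries they were 1005 and 637, with all 6 genes kept. On the first principal component WT replicate 1 lay nearer *linc1-1* than the other WT libraries did. Fits without it, here and below, thus cannot separate the genotype from another state shared by WT replicate 1 and *linc1-1*.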

Comparing mock treated to *Pst hrcC*^−^ treated samples, we found 786 upregulated and 832 downregulated genes in wild type compared to 865 upregulated and 456 down regulated genes in *linc1-1* (fold change > 1.5, P value < 0.05). 

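After *Pst hrcC*-, WT seedlings raised 30 genes and *linc1-1* seedlings 101 over mock (n = 3 libraries per group), and limma called none lower in either line. In WT the methyltransferase gene *FAMT* (AT3G44860) rose by a log2 fold change of 5.03 (SE 0.62, adjusted p = 0.00916) and the chlorophyllase gene *CLH1* (AT1G19670) by 4.64 (SE 0.39, adjusted p = 0.00227). *NATA1* (AT2G39030), an acetyltransferase of ornithine, rose by 4.61 (SE 0.74, adjusted p = 0.0461), and the cystine lyase gene *CORI3* (AT4G23600) by 4.11 (SE 0.61, adjusted p = 0.0294). In *linc1-1* the largest rise among named genes was that of the defensin gene *PDF1.2c* (AT5G44430), at 6.60 (SE 1.097, adjusted p = 0.0224). There *NATA1* rose by 5.15 (SE 0.74, adjusted p = 0.00928), *CORI3* by 4.88 (SE 0.61, adjusted p = 0.00415) and the lipoxygenase gene *LOX2* (AT3G45140) by 4.84 (SE 0.77, adjusted p = 0.0182). At an unadjusted p under 0.05, 360 genes were higher and 184 lower in WT, and 465 higher and 62 lower in *linc1-1*. The WT count was 8 without WT mock replicate 3 and 11 without WT *Pst hrcC*- replicate 3, and the *linc1-1* count was 37 without *linc1-1* mock replicate 3. With both WT replicate 1 libraries left out, 28 genes were called in WT, 13 of them among the 30. In the same fit 210 were higher and 8 lower in *linc1-1*, with 99 of the 101 kept.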

When we compared the differentially regulated genes (DEGs) in *Pst hrcC*^−^ treated *linc1-1* and *Pst hrcC*^−^ treated wild type plants, we found that 55% of *linc1-1 Pst hrcC*^−^ DEGs are downregulated (585 genes), whereas 45% are up-regulated (385 genes) (**Figure S5A**).

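Between *Pst hrcC*- treated *linc1-1* and WT seedlings, 29 genes were higher and 43 lower in *linc1-1*, so that 59.7% of the called genes were lower (n = 3 libraries per group). The largest falls among named genes were in the growth gene *PHI-1* (AT1G35140, log2 fold change −3.40, SE 0.45, adjusted p = 0.0123 from limma) and in *AZI1* (AT4G12470), which acts in the priming of systemic resistance (−2.96, SE 0.49, adjusted p = 0.0344). The cell wall enzyme genes *XTR6* and *TCH4*, both xyloglucan endotransglucosylases, fell by 2.84 and 2.74 on the log2 scale. *NAC019* (AT1G52890), a transcription factor of the JA response, fell by 1.91 (SE 0.25, adjusted p = 0.0123). *HEI10* was higher by 3.10, *GSTF11* (AT3G03190), a glutathione transferase of aliphatic GS synthesis, by 2.25 (SE 0.30, adjusted p = 0.0123), and the germin gene *GER3* by 1.98. The gibberellin-regulated *GASA4* and the iron-linked transporter gene *OPT3* were higher by 1.75 and 1.58. The 5 genes called besides *LINC1* in mock-treated seedlings were called here as well. The median of all tested genes was 0.14 on the log2 scale, and 0.02 after size-factor scaling. That scaling gave 21 higher and 63 lower genes (75%), and quantile normalization 23 and 74 (76.3%). An unadjusted p under 0.05 gave 1103 higher and 654 lower genes (37.2%), and weights per library 887 and 668 (43%). Which direction held more genes thus changed with the setting. The number called was 4 without *linc1-1* *Pst hrcC*- replicate 1, 5 without WT *Pst hrcC*- replicate 3, 6 without *linc1-1* *Pst hrcC*- replicate 2 and 397 without WT *Pst hrcC*- replicate 1. Without both WT replicate 1 libraries it was 1898 higher and 1052 lower (35.7%), with all 72 kept.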

**Figure 2:**
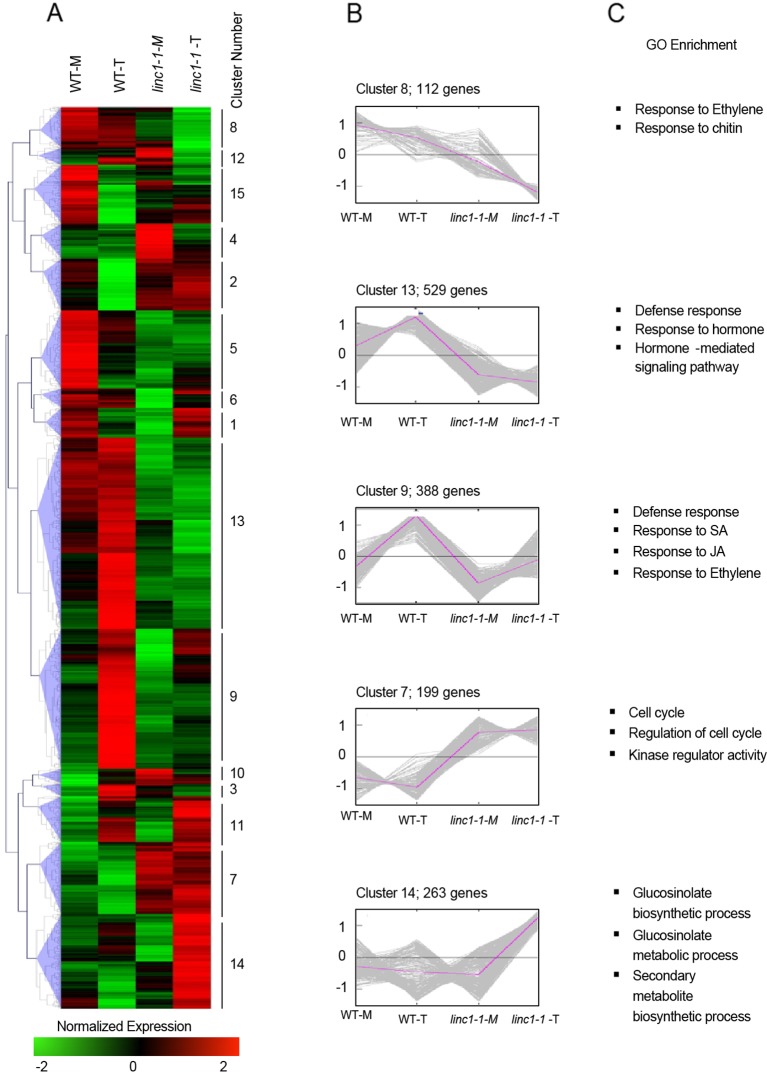
*LINC1* globally regulates expression of *Pst hrcC*^−^ induced genes. **(A)** Heat map of mock and *Pst hrcC*^−^ induced genes in wild type and *linc1-1* plants. The original FPKM values were subjected to data adjustment by normalized genes/rows and hierarchical clustering was generated with the average linkage method using MeV4.0. Red color indicates relatively high expression, and green indicates relatively low expression. **(B)** Expression pattern of the gene clusters defined in panel **A**. **(C)** Enrichment of genes with GO terms of significantly enriched gene families. The fold enrichment was calculated based on the frequency of genes annotated to the term compared with their frequency in the genome.

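The touch-induced genes *TCH3* (AT2G41100, a calmodulin-like protein; log2 fold change −2.17, SE 0.39, adjusted p = 0.044 from limma) and *TCH4* were lower in *Pst hrcC*- treated *linc1-1* than in WT (n = 3 libraries per group). *PUB23* (AT2G35930), a ubiquitin ligase that dampens pattern-triggered immunity, was lower by −1.38 (SE 0.24, adjusted p = 0.0404). Of 11 tested genes of the SA response, 10 had a negative log2 fold change, with a median of −0.81. None passed limma over all genes, and 5 were lower when adjusted over the list alone. Of 18 ET genes, 17 were negative (median −0.60; 2 lower when adjusted over the list alone), and of 19 genes of pattern-triggered immunity 15 were (median −0.21; 1 called, 4 lower when adjusted over the list alone). All 7 touch and wounding genes were negative, with a median of −1.07 (2 called, 6 lower when adjusted over the list alone). The SA list moved down relative to other genes with an adjusted p of 7.39e-06 in camera's set test, but adjusted p = 0.126 with an estimated correlation. The same test gave 1.37e-08 for ET (adjusted p = 0.147 with an estimated correlation). For pattern-triggered immunity it gave 7.39e-06 (adjusted p = 0.218 with an estimated correlation). For touch and wounding it gave 4.17e-08 (adjusted p = 0.101 with an estimated correlation). Among the 43 lower genes, Fisher's exact test found 1 list over-represented, that of touch and wounding, with 2 of its 7 tested genes (odds ratio 161, adjusted p = 0.00541 over 40 tests). This call was lost with the replicate block, with no minimum FPKM, in a fit of only the groups compared, and without WT *Pst hrcC*- replicate 2 or *linc1-1* *Pst hrcC*- replicate 2 or 3. The touch and wounding list was set as a check on handling, and a difference in handling between the lines was not tested. With genes called at unadjusted p, Fisher's test also found SA (adjusted p = 3.97e-07), ET (0.000352) and pattern-triggered immunity (0.000415) among the lower genes. These 4 lists passed the set test without both WT replicate 1 libraries (adjusted p of 7.31e-07 to 0.0163), but not with an estimated correlation (0.33 to 0.526). All lists were written before the data were examined. Some of them, such as SA and ET, hold Table S1 genes that the study chose on these samples. Their tests are thus not fully independent of these data.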

GO analysis of genes down regulated in *linc1-1* inoculated with *Pst hrcC*^−^ in comparison to wild type inoculated with *Pst hrcC*^−^ showed a clear enrichment in genes involved in defense response, response to hormones, and hormone mediated signaling pathways (**Figure S5B**). In contrast, up-regulated genes were enriched in cell cycle-, GS biosynthesis-, and metabolism-related functions (**Figure S5C**).

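In *Pst hrcC*- treated *linc1-1*, 22 of 24 tested cell cycle genes, such as cyclins and mitotic kinases, had a positive log2 fold change against WT, with a median of 0.84. None was called over all genes, and 6 were higher when adjusted over the list alone (limma, n = 3 libraries per group). Of 24 genes of aliphatic GS synthesis 22 were positive, with a median of 1.18. Only *GSTF11* was called, and 6 were higher when adjusted over the list alone. Camera's adjusted p was 2.77e-05 for cell cycle genes (adjusted p = 0.533 with an estimated correlation). It was 2.97e-06 for aliphatic GS genes (adjusted p = 0.527 with an estimated correlation). Both lists were also higher in WT replicate 1 than in WT replicates 2 and 3, by medians of 1.22 in mock and 0.58 after *Pst hrcC*- for cell cycle genes. For aliphatic GS genes these medians were 1.51 and 1.16. Photosynthesis genes, a measure of green tissue, were higher in the same WT libraries by 1.40 and 1.52. Against WT replicates 2 and 3, *linc1-1* was higher in photosynthesis genes by 0.68 in mock and 1.09 after *Pst hrcC*-. The same medians were 0.69 and 0.96 for cell cycle genes, and 0.77 and 1.53 for aliphatic GS genes. Against WT replicate 1 they were −0.43 in mock and 0.42 after *Pst hrcC*- for cell cycle genes. For aliphatic GS genes they were −0.81 and 0.29, and for photosynthesis genes −0.55 and −0.34. With both WT replicate 1 libraries left out, 19 aliphatic GS genes were called higher after *Pst hrcC*-.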

To gain a deeper understanding of the role of *LINC1*, we carried out hierarchical clustering of *Pst hrcC*^−^ induced genes in *linc1-1*, which were then separated into 15 clusters and examined by GO enrichment (**Figure 2A**). Clusters 9, 13, and 14 contained the largest numbers of DEGs with 388, 529, and 263 genes, respectively, revealing that in *linc1-1* mutants, immune-related genes are repressed when compared to the situation of *Pst hrcC*^−^ induced genes in wild type (**Figure 2B**). 

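The JA genes *JAZ5* and *JAZ6*, whose products repress JA signaling, rose in WT by log2 fold changes of 2.61 and 2.01 and in *linc1-1* by 2.31 and 2.24 (limma, n = 3 libraries per group). The JA biosynthesis gene *OPR3* (AT2G06050) rose by 2.09 in WT and 2.37 in *linc1-1*. Of the 30 genes that *Pst hrcC*- raised in WT, 26 were also called higher in *linc1-1* and all 30 had a positive response there. Lists drawn independently would share 0.182 genes. The median response of the 30 genes was 2.204 in WT and 2.72 in *linc1-1*, and the response was smaller in *linc1-1* for 11 of the 30. None of the 30 was in the SA, ET or pattern-triggered immunity lists, so these counts do not cover those genes. Of the 360 genes raised in WT at an unadjusted p under 0.05, 202 had a smaller response in *linc1-1*. Their medians were 1.07 in WT and 0.92 in *linc1-1*. Choosing genes by their WT response favours a smaller one in *linc1-1*. No gene passed limma's test of a different response between the lines. At an unadjusted p under 0.05 and a fold above 1.5 the response was larger in *linc1-1* for 230 genes and smaller for 102. The median difference of all tested genes was 0.12, and 0.01 after size-factor scaling, so this split cannot be told apart from a shift of all genes. Of the 101 genes raised in *linc1-1*, 100 had a positive response in WT. Only *NAC019* was both raised in WT and lower in *linc1-1* than in WT after *Pst hrcC*-. At an unadjusted p under 0.05, 98 of 360 genes raised in WT were both, where independent lists would give 14.1 of the 360. Unchanged groups that share the WT *Pst hrcC*- libraries gave a mean of 52 of 238 over 20 simulations. Those groups held no response to the bacteria, so they do not settle how many of the 98 come from shared libraries. The 173 called genes were separated into 15 clusters by average linkage on the group means. The largest, of 55 genes, held *JAZ1*, *LOX2*, *AOS* and *JAO3* and was high after *Pst hrcC*- in both lines. The second, of 32 genes with *LINC1*, *TCH3* and *TCH4*, was low in *linc1-1* under both treatments. The third, of 28 genes with *VSP1*, *VSP2* and *CYP79F1*, was highest in *Pst hrcC*- treated *linc1-1*. A cluster of 8 genes with *NAC019*, *CYP94C1* and *PUB23* was highest in *Pst hrcC*- treated WT. From its clusters the paper concludes that immune-related genes raised by *Pst hrcC*- in WT are repressed in *linc1-1*.

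**Figure D2:**
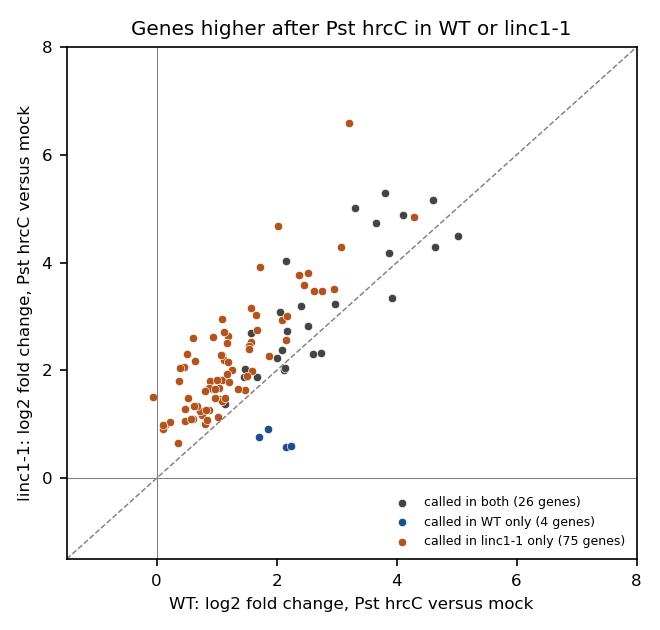
Response to *Pst hrcC*- (log2 fold change over mock) in WT and in *linc1-1* for the genes called higher in either line. Points are genes and the dashed line marks equal responses; 26 genes were called in both lines.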

A number of GO categories that are all associated with defense processes, including systemic acquired resistance, and the key defense hormones ethylene (ET), SA, and JA, were significantly compromised in *linc1-1* mutant plants upon *Pst hrcC*^−^ treatment. 

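SA genes responded less to *Pst hrcC*- in *linc1-1* than in WT for 10 of 11 tested members, with a median difference of −0.42 on the log2 scale (limma, n = 3 libraries per group). The difference was −0.19 for 18 ET genes, with 16 negative, and −0.19 for 19 genes of pattern-triggered immunity, with 12 negative. For 12 JA biosynthesis genes, such as *LOX2* and *AOS*, it was 0.55, with 10 positive. Camera's adjusted p was 0.00048 for SA (adjusted p = 0.227 with an estimated correlation) and 1.16e-05 for ET (adjusted p = 0.252 with an estimated correlation). It was 0.000531 for pattern-triggered immunity (adjusted p = 0.309 with an estimated correlation). For JA biosynthesis it was 0.0478 (adjusted p = 0.557 with an estimated correlation). No gene of these lists was called for a different response, over all genes or adjusted over the list alone. The SA difference was −0.03 without both WT replicate 1 libraries and no longer passed (adjusted p = 0.194). The other 3 lists passed in that fit, but not with an estimated correlation. JA catabolism genes such as *CYP94C1* and *JAO3* were lower in *Pst hrcC*- treated *linc1-1* than in WT in 8 of 9 cases, with a median of −0.58. None was called, 4 were lower when adjusted over the list alone, and camera's adjusted p was 2.74e-05 (adjusted p = 0.309 with an estimated correlation). Of the 9, 5 were Table S1 genes that the study chose on these samples, so this is not independent evidence. JAZ repressors (median −0.08, adjusted p = 0.226) and the MYC branch of the JA response (median −0.01, adjusted p = 0.133) did not pass in that comparison. The MYC branch did so without both WT replicate 1 libraries (median −0.32, adjusted p = 0.0306, adjusted p = 0.609 with an estimated correlation).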

Interestingly, a strong upregulation of secondary metabolite and GS biosynthesis and metabolism was also observed in *Pst hrcC*^−^ challenged *linc1-1* mutant plants (**Figure 2C**).

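Aliphatic GS genes had a larger response in *linc1-1* than in WT for 24 of 24 tested members, with a median difference of 0.81 on the log2 scale (camera's adjusted p = 5.1e-07, adjusted p = 0.49 with an estimated correlation). Within *linc1-1*, *Pst hrcC*- raised 6 of them, and 15 when adjusted over the list alone (limma, n = 3 libraries per group). *BCAT4* (AT3G19710) and *MAM1* (AT5G23010), both enzymes of methionine chain elongation, rose there by log2 fold changes of 3.03 (SE 0.50, adjusted p = 0.0224) and 2.18 (SE 0.42, adjusted p = 0.0474). In WT none of the 24 was called and 4 were higher when adjusted over the list alone. Leaving out both WT replicate 1 libraries gave 4 in WT and 18 in *linc1-1*. *APK2* (AT4G39940), which supplies sulfate donors and was in the indole GS list, rose in *linc1-1* by 2.46 (SE 0.34, adjusted p = 0.00797). Of 20 tested indole GS genes, *Pst hrcC*- raised 3 in *linc1-1* and 0 in WT, and 13 and 8 when adjusted over the list alone. Indole GS genes did not pass the set test between the lines after *Pst hrcC*- (median 0.13, −0.01 after size-factor scaling, adjusted p = 0.936), nor for a different response (median 0.27, adjusted p = 0.741). For 3 camalexin genes the median between the lines after *Pst hrcC*- was −0.11 (adjusted p = 0.396), and 0.33 without both WT replicate 1 libraries (adjusted p = 0.804). For 5 anthocyanin and flavonoid genes it was −0.39 (adjusted p = 0.399), with higher values in WT replicate 1 than in WT replicates 2 and 3 by a median of 2.91 after *Pst hrcC*-. The direction reversed without both WT replicate 1 libraries, to a median of 0.52 with 2 genes called higher (adjusted p = 0.0306, adjusted p = 0.33 with an estimated correlation).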

### *LINC1* Modulates Defense and Hormone Related Genes

To further examine the mechanisms by which *LINC1* regulates hormone-related genes, we performed qRT-PCR for SA-, ET-, and JA-related genes upon *Pst hrcC*^−^ treatment. QRT-PCR confirmed the RNA-seq results indicating a repression in the expression of the SA-related genes *PR1*, *PR2*, *AIG1*, and *NIMIN1* in the *Pst hrcC*^−^ treated *linc1-1* mutant when compared to *Pst hrcC*^−^ treated wild type plants (**Figure 3A**). Similarly, the ET-related genes *ACS8*, *ACS11*, *ERF2*, and *ERF6* also exhibited repressed gene expression in the *Pst hrcC*^−^ treated *linc1-1* mutant when compared to *Pst hrcC*^−^ treated wild type plants (**Figure 3B**). On the other hand, the JA-related genes *MYC2*, *PDF1.2b*, *VSP1*, and *VSP2* showed a marked increase in the expression in both the mock and *Pst hrcC*^−^ treated plants when compared with wild type plants (**Figure 3C**). These results confirm the transcriptome data and point to an important role for *LINC1* in modulating the expression of defense-related hormone genes. 

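*PR1* (AT2G14610), a marker of SA signaling, was listed at 98.2, 0 and 7.59 FPKM in the 3 WT *Pst hrcC*- libraries and at 0.134, 0 and 0.108 FPKM in those of *linc1-1*. Its log2 fold change between them was −3.14 (SE 1.38, adjusted p = 0.299 from limma), and −1.44 without both WT replicate 1 libraries. *PR2* (AT3G57260), a glucanase gene, was at 10.0, 0.279 and 3.37 FPKM in WT and at 0.295 to 0.511 FPKM in *linc1-1*, a log2 fold change of −1.49 (SE 0.64, adjusted p = 0.294). Adjusted over the Table S1 genes alone, neither was called at the p threshold (adjusted p = 0.103 for both), and as the study chose that list on these samples this is not independent evidence. *AIG1* was below the minimum for the test, with 0.375 to 1.35 FPKM in the 3 WT *Pst hrcC*- libraries and 0 to 0.0610 FPKM in those of *linc1-1*. *NIMIN1*, a regulator of NPR1, was also below it, with 0 to 1.95 FPKM in WT and 0 to 0.424 FPKM in *linc1-1*. Between mock and *Pst hrcC*-, *PR1* moved by 1.03 (SE 1.38, adjusted p = 0.999) in WT, and by −1.77 without both WT replicate 1 libraries. In *linc1-1* it moved by −0.02 (SE 1.38). The WT mock libraries held *PR1* at 0, 17.3 and 4.43 FPKM, so the spread within a group exceeded the difference between treatments.

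**Figure D3:**
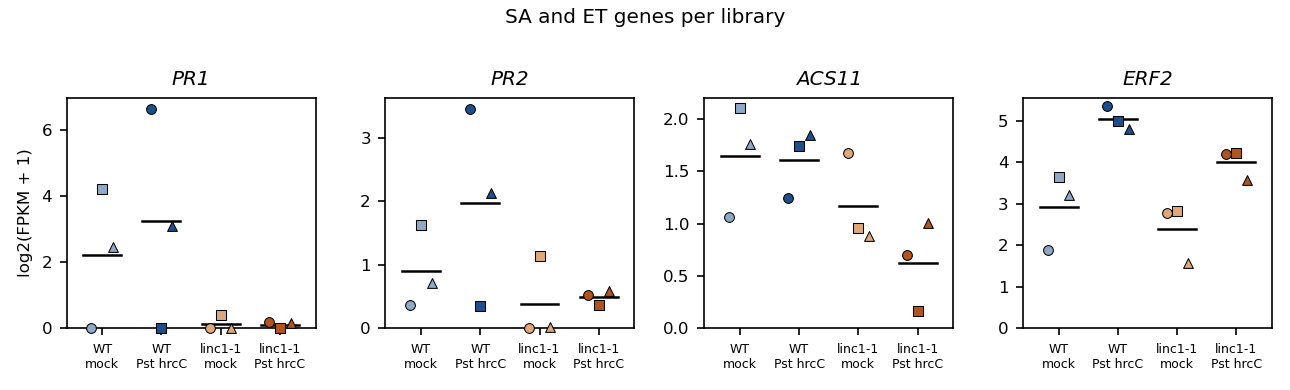
SA genes *PR1* and *PR2* and ET genes *ACS11* and *ERF2* in log2(FPKM + 1) per library. Points are libraries, with circles, squares and triangles for replicates 1, 2 and 3, and lines are group means; *PR1* is above 3 FPKM in 4 of the 6 WT libraries.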

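The 3 tested ET genes were all lower in *Pst hrcC*- treated *linc1-1* than in WT, without passing limma over all genes (n = 3 libraries per group). The ethylene response factors *ERF2* (AT5G47220) and *ERF6* (AT4G17490) had log2 fold changes of −1.06 (SE 0.45, adjusted p = 0.291) and −0.76 (SE 0.50, adjusted p = 0.469). *ACS11* (AT4G08040), an enzyme gene of ET biosynthesis, was at −0.98 (SE 0.33, adjusted p = 0.199). It was the 1 ET gene lower when adjusted over the Table S1 genes alone, a list chosen by the study on these samples. *ACS8* was below the minimum for the test, with 0.666 to 1.74 FPKM in WT and 0 to 0.136 FPKM in *linc1-1*. Among the JA genes, the vegetative storage proteins *VSP1* (AT5G24780, log2 fold change 1.87, SE 0.37, adjusted p = 0.0639) and *VSP2* (AT5G24770, 1.72, SE 0.39, adjusted p = 0.0887) were higher in *linc1-1* in every *Pst hrcC*- library. Both passed when adjusted over the Table S1 genes alone, and over all genes without both WT replicate 1 libraries. *MYC2* (AT1G32640), a regulator of the JA response, was at −0.01 (SE 0.49, adjusted p = 0.992), and at −0.16 after size-factor scaling. *PDF1.2b* (AT2G26020) was at 0.57 (SE 1.19, adjusted p = 0.838), with 259.4 FPKM in WT replicate 1 against 17.4 and 5.38 in the others. In mock-treated seedlings *MYC2*, *PDF1.2b* and *VSP1* had a negative log2 fold change in *linc1-1* and *VSP2* was near 0, with none called. *VSP2* was listed at 18.4, 5.60 and 6.67 FPKM in WT mock and at 7.30 to 10.3 FPKM in *linc1-1* mock. Its log2 fold change was 0.48 without both WT replicate 1 libraries, not called, and *MYC2* was called lower, at −1.09 (adjusted p = 0.0499).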

We were able to see recovery of the expression of all of these genes to wild type levels in the C#2, C#5, and OE lines (**Figures S6**, **S7**, **S8**).

**Figure 3:**
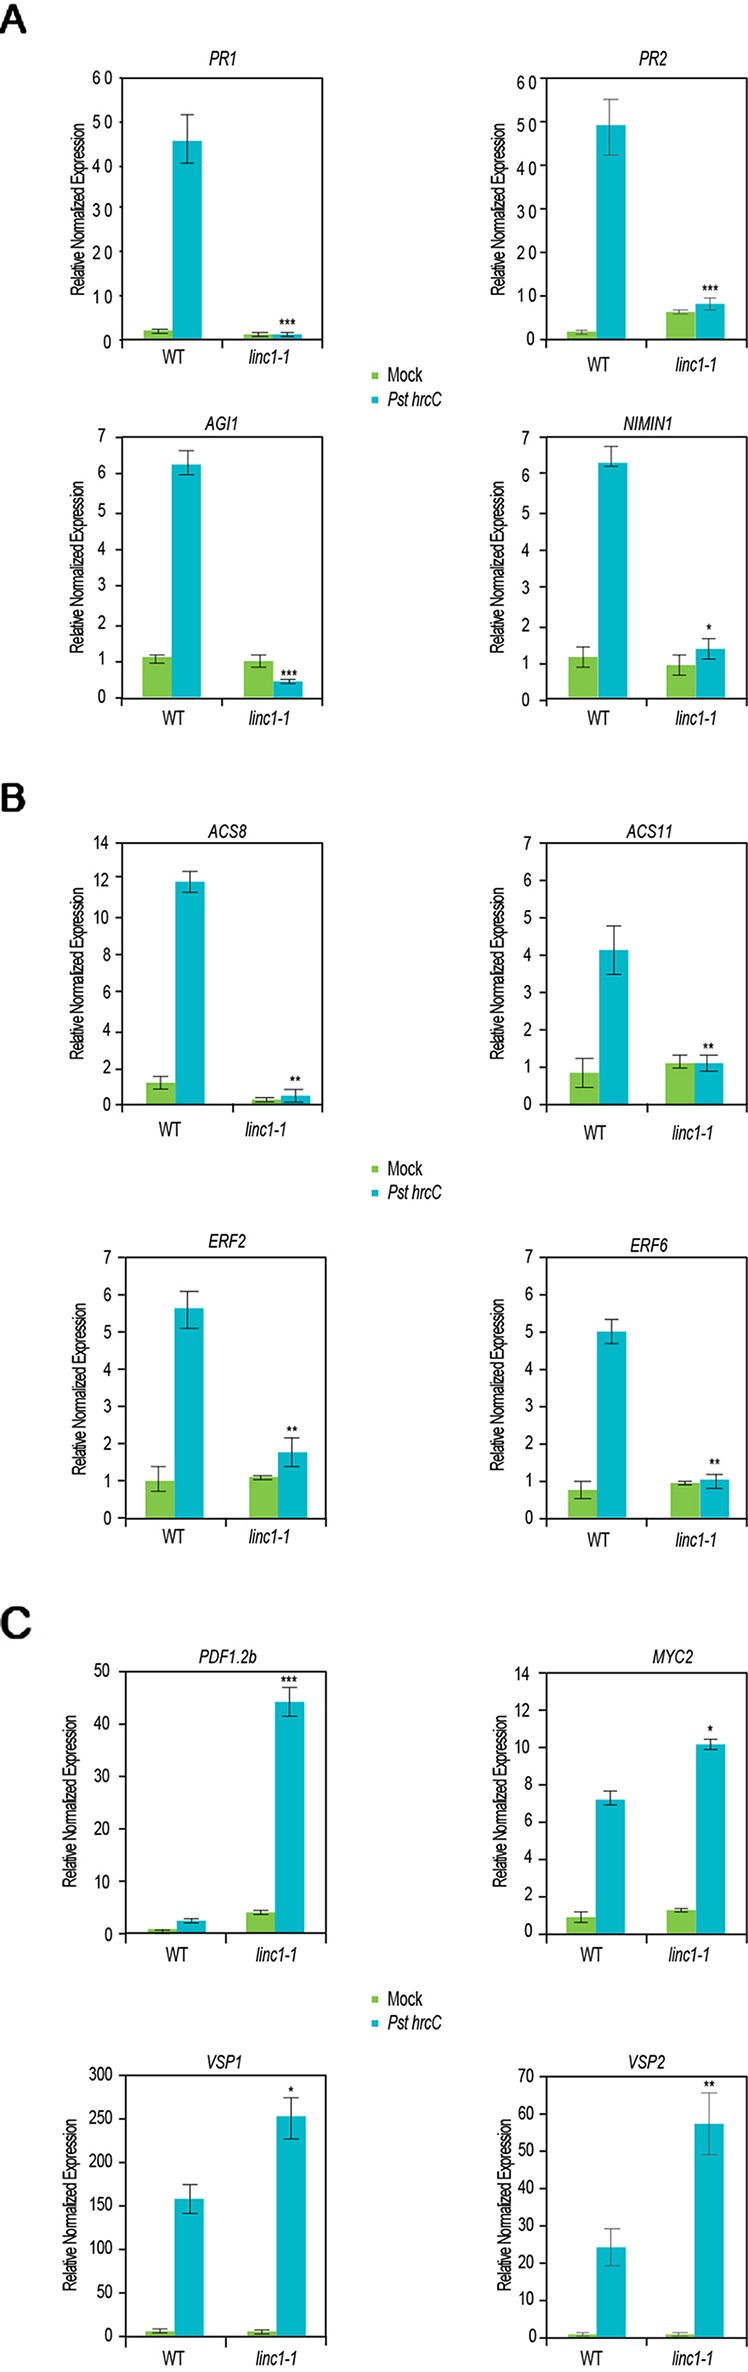
*LINC1* modulates defense and hormone related genes. 14-d-old seedlings were treated with Pst hrcC- for 24 h and harvested later to isolate RNA and cDNA preparation. **(A)** Quantitative RT-PCR (qRT-PCR) analysis of salicylic acid (SA)-related genes regulated by *LINC1*. **(B)** qRT-PCR analysis of ethylene (ET)-related genes regulated by *LINC1*. **(C)** qRT-PCR analysis of jasmonic acid (JA)-related genes regulated by *LINC1*. Gene expression was normalized to internal control *UBQ10* and actin. The data are shown in **(A**–**C)** are means from three biological replicates. Statistical significance was analyzed by two-way ANOVA, asterisk indicate significant differences compared to Wild Type, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001.

#### Effect of *LINC1* on JA Accumulation and Signal Transduction

Both the transcriptome data as well as the qRT-PCR results indicated that a substantial number of JA-related genes are significantly affected in the *linc1-1* mutant. 

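The JA storage protein genes *VSP1* and *VSP2* rose after *Pst hrcC*- in *linc1-1* by log2 fold changes of 4.68 (SE 0.37, adjusted p = 0.000393 from limma) and 5.02 (SE 0.39, adjusted p = 0.000393). In WT *VSP2* rose by 3.30 (SE 0.39, adjusted p = 0.00667), and *VSP1* was at 2.02 without passing (SE 0.37, adjusted p = 0.0744). The biosynthesis genes *AOC1* (AT3G25760), an allene oxide cyclase, and *AOS* (AT5G42650), an allene oxide synthase, rose in *linc1-1* by 4.74 (SE 0.41, adjusted p = 0.000415) and 3.50 (SE 0.60, adjusted p = 0.0252). Of 12 JA biosynthesis genes, 2 were called in WT and 7 in *linc1-1*, and 7 and 10 when adjusted over the list alone (n = 3 libraries per group). Of 11 JAZ repressors 2 were called in WT and 5 in *linc1-1*, and 8 and 10 over the list alone. The set test passed for both lists in both lines, with an adjusted p of 0.0296 to 0.0325 with an estimated correlation. It also passed so for JA catabolism (0.0317 in WT, 0.0358 in *linc1-1*) and the MYC branch of the JA response. None of these 8 tests passed with an estimated correlation without both WT replicate 1 libraries (0.0974 to 0.1). The *linc1-1* responses lost no library of their own in that fit, which estimates the spread from fewer libraries. Their list medians were unchanged, at 1.64 for JA biosynthesis and 1.99 for JAZ repressors. The ERF branch of the JA and ET response had a median response of 1.61 in WT and 3.52 in *linc1-1*, with an adjusted p of 0.218 and 0.0877 with an estimated correlation. Between the lines after *Pst hrcC*-, JA biosynthesis genes had a median of 0.09, and −0.05 after size-factor scaling (camera's adjusted p = 0.436, in the negative direction), with none called. For the ERF branch this median was 0.62 (adjusted p = 0.52), and 2.096 without both WT replicate 1 libraries, with 3 genes called higher (adjusted p = 0.0435, adjusted p = 0.564 with an estimated correlation). In mock-treated *linc1-1*, 11 of 12 JA biosynthesis genes were below WT, with a median of −0.35 and none called (adjusted p = 0.0022, adjusted p = 0.402 with an estimated correlation), which did not pass without both WT replicate 1 libraries (adjusted p = 0.0897).

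**Figure D4:**
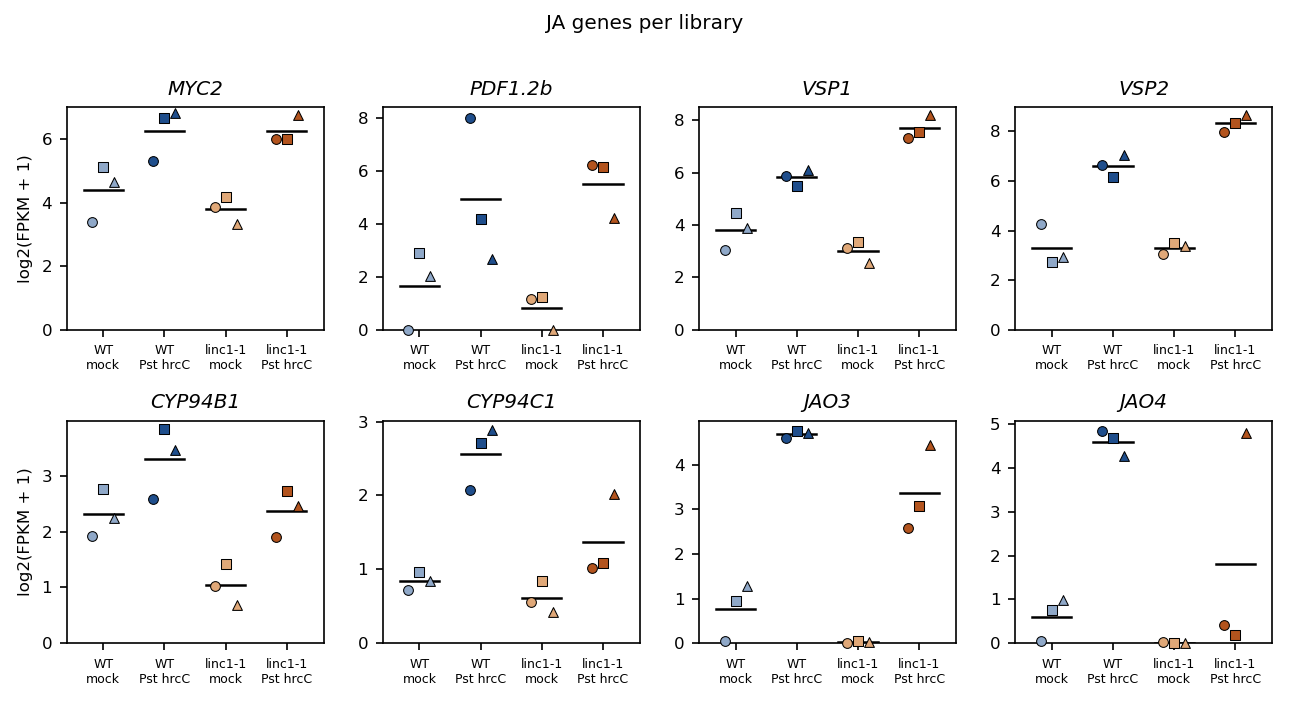
JA response genes (top) and JA catabolism genes (bottom) in log2(FPKM + 1) per library. Points are libraries, with circles, squares and triangles for replicates 1, 2 and 3, and lines are group means; *VSP1* and *VSP2* are highest in the 3 *Pst hrcC*- treated *linc1-1* libraries.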

Since these changes in JA-related gene expression could affect endogenous JA and JA-Ile levels, we quantified their levels in the *LINC1* knock out and the OE lines. We found a significant increase in JA and JA-Ile levels in the *linc1-1* mutant compared with wild type plants following inoculation with *Pst hrcC*^−^ at 24 hpi, while JA-Ile levels exhibited a reduction in the OE line (**Figure 4A**). High JA levels are known to boost resistance to necrotrophic pathogens. Therefore, we examined the *linc1* mutant plants as well as the OE line for sensitivity to the necrotrophic fungal pathogen *Botrytis cinerea*. The *linc1* mutants were more resistant against *B. cinerea*, while the OE line exhibited a wild type-like response (**Figure S9A** and **B**). Furthermore, we found no changes in SA levels in the *linc1-1* mutant and the OE line compared with wild type plants following inoculation with *Pst hrcC*^−^ at 24 hpi (**Figure S9C**).

**Figure 4:**
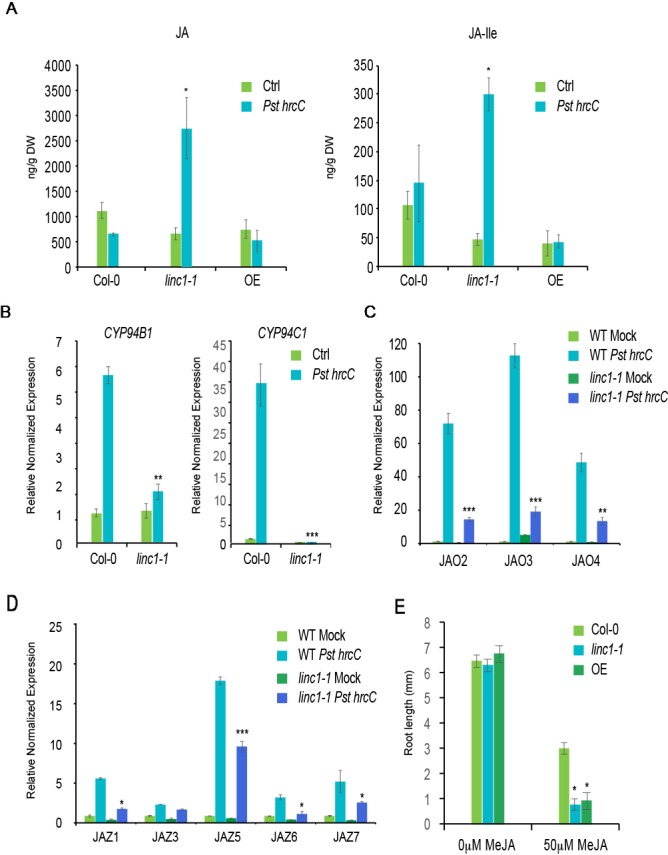
*LINC1* modulates JA accumulation and signaling. **(A)** JA and JA-Ile levels in wild-type, *linc1-1* and *OE* plants. Leaves of 3–4 weeks-old wild-type and *linc1-1* mutant were infiltrated with *Pst hrcC*- (OD 600 nm = 0.2). **(B)** 14-d-old seedlings were treated with *Pst hrcC*- for 24 h and harvested later to isolate RNA and cDNA preparation. qRT-PCR analysis of *CYP94B1* and *CYP94C1* genes regulated by *LINC1*. **(C)** qRT-PCR analysis of *JAO2*, *JAO3* and *JAO4* genes regulated by *LINC1*. **(D)** qRT-PCR analysis of JAZ1,3,5,6 and 7 genes regulated by *LINC1*. Gene expression was normalized to internal control UBQ10 and actin. **(E)** Both *linc1-1* and *OE* plants show increased sensitivity to MeJA compared to wild type plants. Values are averages ± SE of three biological replicates consisting of pools of 12 seedlings. The data are shown in **(A**–**E)** are means from three biological replicates. Statistical significance was analyzed by two-way ANOVA, asterisk indicate significant differences compared to Wild Type, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001.

Recent studies highlighted a transcriptionally activated JA-Ile catabolic pathway, which is mediated through three endoplasmic reticulum (ER)-localized cytochrome P450 oxidases, CYP94B1, CYP94B3, and CYP94C1, that induce JA break-down (Heitz et al., 2012; Koo et al., 2014). 

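*CYP94C1* (AT2G27690), an oxidase of JA-Ile, rose after *Pst hrcC*- in WT by a log2 fold change of 1.71 (SE 0.29, adjusted p = 0.05 from limma, just under the threshold), and lost the call without both WT replicate 1 libraries (1.89, adjusted p = 0.0805). In *linc1-1* it was at 0.76 without passing (SE 0.29, adjusted p = 0.816). The difference between these responses was not called. *CYP94B1* (AT5G63450), a hydroxylase of JA-Ile, moved by 0.98 (SE 0.35, adjusted p = 0.753) in WT and by 1.32 (SE 0.35, adjusted p = 0.241) in *linc1-1*. Both genes were thus listed higher after *Pst hrcC*- than after mock in both lines. Between *Pst hrcC*- treated *linc1-1* and WT, *CYP94C1* was at −1.18 (SE 0.29, adjusted p = 0.102) and *CYP94B1* at −0.93 (SE 0.35, adjusted p = 0.238; n = 3 libraries per group). When adjusted over the Table S1 genes alone, which the study chose on these samples, *CYP94C1* was lower and *CYP94B1* was not (adjusted p = 0.0642). Without both WT replicate 1 libraries both were called lower, at −1.42 (adjusted p = 0.0112) and −1.29 (adjusted p = 0.0185). That fit cannot separate the genotype from another state shared by WT replicate 1 and *linc1-1*.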

From our transcriptome data, we found that the expression of CYP94B1 and CYP94C1 was significantly inhibited following *Pst hrcC*^−^ treatment. In order to confirm this observation, we performed qRT-PCR analysis on CYP94B1 and CYP94C1 expression levels. *Pst hrcC*^−^ induced expression of CYP94B1 and CYP94C1 was compromised in the *linc1-1* mutant when compared to WT (**Figure 4B**). In contrast, recovery of the induction of these two genes to wild type levels was observed in C#2, C#3, and OE lines (**Figure S10**).

A newly characterized set of enzymes termed JAOs (JASMONIC ACID OXIDASES) encompassing four members, JAO1, JAO2, JAO3, and JAO4, has been demonstrated to inactivate JA by hydroxylation (Smirnova et al., 2017). 

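*JAO3* (AT3G55970), a hydroxylase of JA, rose after *Pst hrcC*- in WT by a log2 fold change of 3.93 (SE 0.42, adjusted p = 0.00574 from limma) and in *linc1-1* by 3.35 (SE 0.42, adjusted p = 0.00415). *JAO2* (AT5G05600) rose in *linc1-1* by 3.47 (SE 0.49, adjusted p = 0.00845) and was at 2.75 in WT (SE 0.49, adjusted p = 0.063). *JAO4* (AT2G38240) was at 27.5, 24.5 and 18.1 FPKM in the 3 WT *Pst hrcC*- libraries and at 0.341, 0.132 and 26.7 FPKM in those of *linc1-1*. Its response was 3.99 (SE 0.93, adjusted p = 0.208) in WT and 1.79 (SE 0.93, adjusted p = 1) in *linc1-1*. Between *Pst hrcC*- treated *linc1-1* and WT, the log2 fold change was −2.79 (SE 0.93, adjusted p = 0.2) for *JAO4*, −1.32 (SE 0.42, adjusted p = 0.183) for *JAO3* and −0.38 (SE 0.49, adjusted p = 0.713) for *JAO2* (n = 3 libraries per group). *JAO3* and *JAO4* were lower when adjusted over the Table S1 genes alone, a list the study chose on these samples.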

The expression levels of JAO2, JAO3, and JAO4 were affected in our transcriptome analysis. qRT-PCR analysis confirmed that *Pst hrcC*^−^ induced expression of *JAO2*, *JAO3*, and *JAO4* is significantly compromised in *linc1-1* mutant plants when compared to wild type (**Figure 4C**). We also examined expression in the C#2, C#5, and OE lines and found that their induction levels are comparable to wild type plants (**Figure S11**).

To further validate the accumulation of JA and JA-Ile in the linc1-1 mutant on the observed gene expression pattern, we used qRT-PCR to examine the expression levels of several *JAZ* genes with a known role in repressing JA signaling. We found that *JAZ1*, *JAZ3*, *JAZ5*, *JAZ6*, and *JAZ7* are all significantly compromised in *Pst hrcC*^−^ induction in *linc1-1* mutants (**Figure 4D**), but expression of these *JAZ* genes was found at comparable levels to wild-type in C#2, C#5, and OE lines (**Figure S12**).

The increased expression of several JA responsive genes and the inhibition of several JA-repressor genes suggested that the response to JA might be altered in *LINC1* mutant plants. Since MeJA inhibition of root growth is a classical JA assay, we tested the effect of MeJA treatment on the roots of the linc1-1 mutant and *LINC1* OE line. We observed that following MeJA treatment of the *linc1-1* mutant, root growth was much more inhibited than in wild type plants (**Figure 4E**). Surprisingly, *LINC1* OE also resulted in enhanced root growth inhibition, suggesting that appropriate LINC1 protein levels are necessary for JA signaling. Taken together, our expression analysis and measurement of JA and JA-Ile levels, indicate that *linc1* is a positive regulator of JA biosynthesis and signaling.

### *LINC1* Regulates GS Biosynthetic and Metabolic Pathways

Another transcriptome segment revealed that transcript levels of several members of the GS biosynthetic pathways are enhanced in *linc1* mutants upon *Pst hrcC*^−^ infection (**Figure 2**, Cluster 14). 

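*MYB28* (AT5G61420), a regulator of aliphatic GS synthesis, had 25.7 ± 3.00 FPKM (SD, n = 3) in *Pst hrcC*- treated *linc1-1* and 10.7 ± 4.24 in WT. Its log2 fold change of 1.24 (SE 0.26, adjusted p = 0.0701 from limma) was not called over all genes and was higher when adjusted over the Table S1 genes alone, a list the study chose on these samples. *MYB29*, another regulator of this branch, was at 1.05 (SE 0.50, adjusted p = 0.334) and *MYB34*, a regulator of indole GS, at 0.46 (SE 0.33, adjusted p = 0.492). *MYB51*, also of the indole branch, was at −0.74 (SE 0.21, adjusted p = 0.151) and was lower over that list alone. *MYB76* and *MYB122* were below the minimum for the test, with *MYB76* at 2.02 to 3.39 FPKM in *linc1-1* and 0.286 to 1.05 FPKM in WT. The 6 biosynthesis genes measured by qRT-PCR had positive log2 fold changes and none was called. They were 1.50 (SE 0.54) for *CYP79F2*, 1.41 (SE 0.63) for *CYP79F1* and 1.28 (SE 0.64) for *CYP83A1*, which act on aliphatic GS. These 3 were called without both WT replicate 1 libraries, at 2.19, 1.60 and 1.69. For the indole branch, *CYP79B2* was at 0.66 (SE 0.47), and *CYP79B3* at 0.04 and *CYP83B1* at 0.01, which became −0.11 and −0.13 after size-factor scaling. Within *linc1-1*, *Pst hrcC*- raised *CYP79F1* by 3.92 (SE 0.63, adjusted p = 0.0196) and *CYP79B3* by 1.65 (SE 0.26, adjusted p = 0.0174). In mock-treated seedlings 3 of the 6 biosynthesis genes were positive and 3 negative in *linc1-1* against WT (−0.78 to 0.85). None was called there, and 2 were called higher without both WT replicate 1 libraries.

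**Figure D5:**
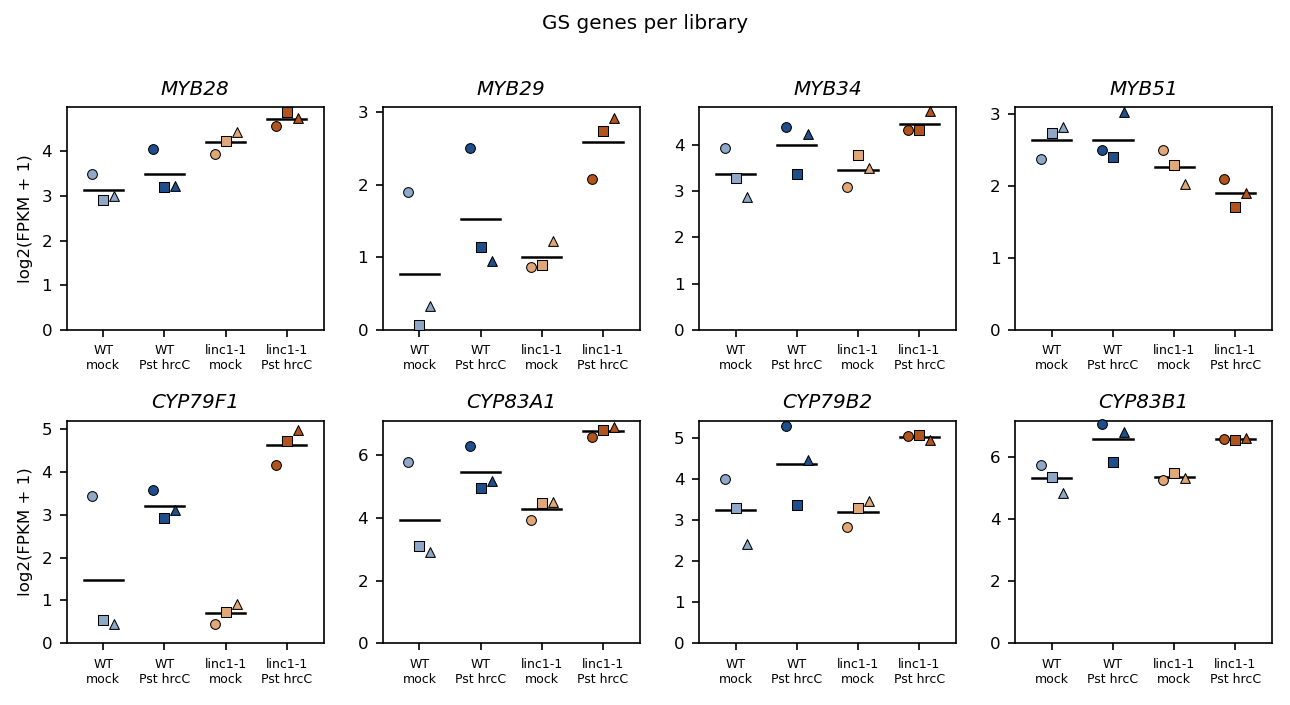
GS regulators (top) and GS biosynthesis genes (bottom) in log2(FPKM + 1) per library. Points are libraries, with circles, squares and triangles for replicates 1, 2 and 3, and lines are group means; *MYB28* is higher in the 3 *Pst hrcC*- treated *linc1-1* libraries than in the 3 of WT.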

GS are a large group of secondary metabolites in *Brassicaceae* that are involved in plant defense against insects as well as pathogens (Brader et al., 2006; Hopkins et al., 2009). GS are amino acid-derived compounds and comprise the tryptophan-derived IGS and methionine-derived AGS. Several R2R3-MYB transcription factors initiate the expression of GS biosynthetic genes. *MYB28*, *MYB29*, and *MYB76* drive AGS biosynthesis (Celenza et al., 2005; Gigolashvili et al., 2007; Sonderby et al., 2007; Gigolashvili et al., 2008; Sonderby et al., 2010a; Li et al., 2013), while *MYB34*, *MYB51*, and *MYB122* transcriptionally regulate IGS biosynthesis genes (Frerigmann and Gigolashvili, 2014).

IGS and AGS synthesis is mostly JA-induced (Sonderby et al., 2010b). The increased accumulation of JA and JA-Ile levels in *linc1-1* mutants led us to explore JA-induced GS synthesis. Before and after *Pst hrcC*^−^ treatment, the expression *of MYB28*, *MYB29*, *MYB76*, *MYB34*, *MYB51*, and *MYB122*, was significantly upregulated in *linc1-1* mutants when compared with wild type plants (**Figure 5A**). Enhanced *MYB* transcription factor mRNA levels also correlated with upregulated expression of key biosynthetic genes, such as *CYP79B2*, *CYP79B3*, and *CYP83B1* which are related to IGS synthesis, and *CYP79F1*, *CYP79F2*, and *CYP83A1*, which are involved in AGS biosynthesis (**Figure 5B**). The expression of GS genes was also assessed in our C#2, C#5, and OE lines, showing comparable levels to wild type (**Figures S13**, **S14**). These results demonstrate that the expression of all the tested IGS and AGS biosynthetic genes is affected in *linc1-1* mutants with and without *Pst hrcC*^−^ treatment.

**Figure 5:**
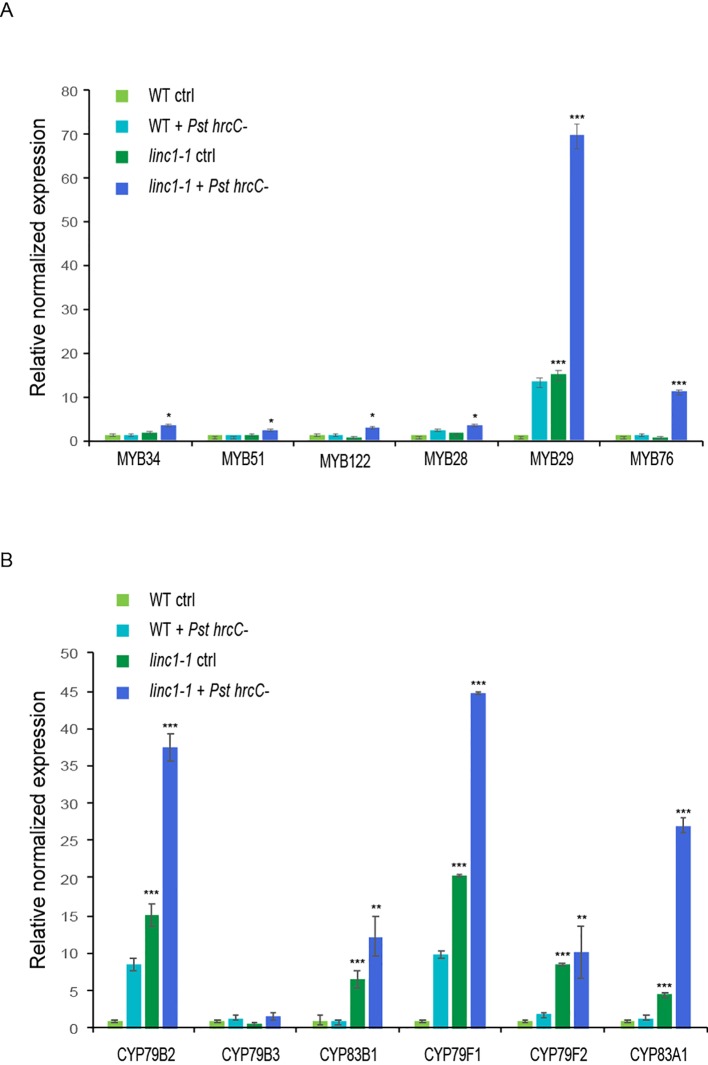
*LINC1* modulates the glucosinolate biosynthesis pathway. 14-d-old seedlings were treated with Pst hrcC- for 24 h and harvested later to isolate RNA and cDNA preparation. **(A)** qRT-PCR analysis of expression levels of transcription factor genes involved in the biosynthetic pathway of indolic and aliphatic glucosinolates. **(B)** qRT-PCR analysis of expression levels of biosynthetic genes involved in the biosynthetic pathway of indolic and aliphatic glucosinolates. Gene expression was normalized to internal control *UBQ10* and actin. The data are shown in **(A**, **B)** are means from three biological replicates. Statistical significance was analyzed by two-way ANOVA, asterisk indicate significant differences compared to Wild Type, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001.

## Discussion

The *Arabidopsis* genome contains four *LINC* genes which have been extensively documented regarding their roles in regulating nuclear structure, chromatin organization, and nuclear size (Dittmer et al., 2007; Sakamoto and Takagi, 2013; Wang et al., 2013; Guo and Fang, 2014; Grob et al., 2014). Recent work addressed the role of the *LINC* gene family in biological processes such as seed germination (Zhao et al., 2016) and plant immunity (Zhao et al., 2016; Guo et al., 2017; Choi et al., 2019). In the latter study, Guo et al. reported that among the single and double *linc* mutant lines tested, they observed a slightly enhanced pathogen resistance phenotype in the single *linc1-1* mutant against infection by the virulent *Psm* ES4326 pathogen, but a much stronger resistance phenotype in the *linc1 linc2* double mutant. Choi et al. (2019) recently also investigated the role of *LINC* genes in immunity. Upon *Pst* DC3000 infection, they found no difference in *linc1* and *linc4* single mutants but enhanced resistance in *linc1/2* and *linc1/4* double mutants. Guo et al. (2017) were able to observe lower SA levels in the *linc1 linc2* double mutant than in wild-type plants after inoculation with *Psm* ES4326, whereas Choi et al. (2019) found elevated SA levels only in *linc1/2* double mutants. In the *linc1/2* and *linc1/4* double mutants, the same authors reported enhanced levels of cell death and *SID2*, *PR1*, *2* and *5* mRNA amounts (Choi et al., 2019). These observations strongly indicate that members of the *LINC* gene family play a significant role in the plant immune response that necessitates further examination.

We examined if there is a specialized role for the *LINC* genes in the PTI response using inoculation with the PTI specific bacterial strain *Pst hrcC*^−^ as a model system. Out of four single and two double mutant *linc* lines examined, only *linc1* single mutants exhibited enhanced susceptibility to *Pst hrcC*^−^ infection. Additionally, our data further show that *linc1* knock out mutants are compromised in the PAMP-induced activation of MPK3, MPK4, and MPK6 as well as the expression of PTI marker genes. These results corroborate the enhanced susceptibility phenotype of *linc1* mutants to infection by non-virulent *Pst hrcC*^−^ indicating that *LINC1* plays a role in the transcriptional regulation of defense-related genes and is a positive regulator of PTI. We did not observe any changes in SA levels upon *Pst hrcC*^−^ infection, but significant changes in JA and JA-Ile levels and observed that *linc1* mutants show enhanced resistance to the nectrotrophic fungal pathogen *B. cinerea*. Since the single *linc1* mutants already show a role for *LINC1* in JA-related immune responses, we believe that this is the true function of LINC1, whereas double mutant combinations of several pathways might generate synthetic phenotypes.

Phytohormones play a key role in plant disease resistance, whereby pathogen infection-induced hormone level changes can result in pronounced effects on defense gene expression (Durrant and Dong, 2004). This prompted us to examine the global gene expression profile of a *linc1-1* knock out mutant in response to *Pst hrcC*^−^ infection. The data suggest that *LINC1* controls defense and hormone signaling genes in response to *Pst hrcC*^−^ infection. Furthermore, in response to infection, SA- and ET-related genes become significantly suppressed while JA response genes are strongly induced. These changes in the expression levels of hormone and immune related genes in response to *Pst hrcC*^−^ infection further support a pivotal role for *LINC1* in regulating PTI.

The substantial increase in the expression levels of the JA response genes in *linc1* mutant plants might result in an increase in endogenous JA and JA-Ile levels. Indeed, *linc1* knock out plants showed enhanced, whereas *LINC1* OE resulted in reduced JA and JA-Ile levels. Furthermore, our analysis of the *LINC1* KO and OE lines revealed no changes in SA levels when compared to wild-type after inoculation with *Pst hrcC*^−^. The increased JA levels together with the unchanged SA levels could explain the enhanced susceptibility of *linc1* mutant plants to *Pst hrcC*^−^ infection, while at the same time exhibiting a resistant phenotype toward *B. cinerea*.

Key components in JA signaling are the JAZ proteins, which repress the activity of transcription factors in the absence of JA-Ile. Upon JA-Ile perception, JAZs dissociate from their TFs to form co-receptor complexes with COI1 before their subsequent degradation. The JAZ-released TFs can then activate JA-responsive genes and related defense (Thines et al., 2007; Pauwels and Goossens, 2011). We therefore investigated whether the observed increased JA accumulation leads to changes in the expression of JAZ repressors. Compared to wild type, we detected reduced expression of *JAZ1*, *JAZ3*, *JAZ5*, *JAZ6*, and *JAZ7* in *Pst hrcC*^−^-untreated and treated *LINC1* KO plants. To further investigate the effect of an increased expression of several JA-responsive genes along with the decreased expression of several JA-repressor genes on JA responses in the *LINC1* lines, we performed a MeJA root growth inhibition assays. The inhibitory effect of MeJA on root growth was more pronounced in *LINC1* KO and OE plants. This result supports the idea that LINC1 protein levels might also control JA signaling in a developmental context, but needs further studies.

GS as well as their hydrolysis products have been demonstrated to play a role in the resistance to biotic stresses (Brader et al., 2006; Schlaeppi et al., 2010). Characterization of the components of the GS biosynthetic pathway have been carried out and both transcription factors controlling GS-related genes as well as core biosynthetic genes were identified (Halkier and Gershenzon, 2006; Brader et al., 2006). Positive regulation of several GS transcription factors and biosynthetic genes has been shown to be JA driven (Doughty et al., 1995; Brader et al., 2001; Mikkelsen et al., 2003). The increased JA and JA-Ile levels in *linc1* mutant plants prompted us to examine if there is an effect on the GS biosynthetic pathways. We found that the expression of *MYB* transcription factors involved in regulation of tryptophan-derived IGS and methionine-derived AGS biosynthesis, including *MYB28*, *MYB29*, *MYB76*, *MYB34*, *MYB51*, and *MYB122*, was significantly upregulated in both *Pst hrcC*^−^ treated and untreated *linc1* plants when compared with wild-type. Examination of the expression pattern of several IGS and AGS biosynthetic genes, such as *CYP79B2*, *CYP79B3*, *CYP83B1, CYP79F1*, *CYP79F2*, and *CYP83A1* under *Pst hrcC*^−^ treated and untreated conditions reveled that they were also highly induced in *linc1* mutant plants. In summary, the identification of a function of *LINC1* in both JA signaling and JA-Ile accumulation reveals a new role for this protein in the regulation of JA-related processes including immunity (**Figure 6**).

**Figure 6:**
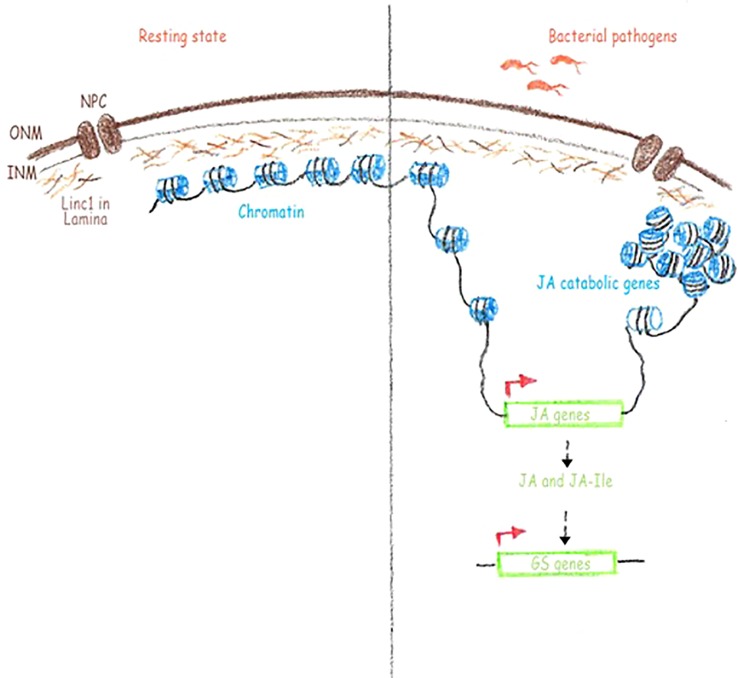
Hypothetical working model for the role of LINC1 in plant immunity. Linc1 is present in nuclear lamina and acts as a sort of scaffold to hold the chromatin. When necessary, such as during a pathogen infection, Linc1 facilitates the open conformation of the genes required for defense, such as the JA biosynthetic and signaling genes and closed conformation of certain other genes such as the JA catabolic genes resulting the accumulation of JA and JA-Ile. The increased amounts of JA and JA-Ile inturn switch on the expression of glucosinolate genes. ONM, outer nuclear membrane; INM, inner nuclear membrane; NPC, nuclear pore complex; JA, jasmonic acid; JA-Ile, jasmonic acid- isoleucine; Gs, glucosinate genes.

## Materials and Methods

### Plant Material and Growth Conditions

All *Arabidopsis thaliana* lines used in this study were in the Columbia-0 (Col-0) background which was used as wild-type plant. The following mutants and transgenic lines were used: *linc1-1* (SALK_025347; Dittmer et al., 2007; Wang et al., 2013), and *linc1-2* (SALK_016800; Sakamoto and Takagi, 2013). T-DNA insertions were confirmed by PCR using a specific primer of the T-DNA border (LBb1.3 primer for SALK lines: 5′-ATTTTGCCGATTTCGGAAC-3′) and gene-specific primers for newly described T-DNA lines are provided in **Table S1**. *Arabidopsis* plants were grown in Jiffy pots with a photoperiod of 16/8 h and at 22°C and 60% humidity, or on plates containing ½ Murashige-Skoog (MS) medium with a photoperiod of 16/8 h at 22°C. The *Nicotiana benthamiana* plants were soil-grown under a photoperiod of 16/8 h and at 28°C for 4 weeks and used for Agrobacterium infiltration for transient expression studies.

### Cloning and Transgenic Lines

The coding sequence of LINC1 was commercially synthesized from GenScript and cloned into the Gateway entry vector pENTR-D/Topo (Invitrogen). The gene was then shuttled using Gateway LR Clonase reaction (Invitrogen) into pDEST-His-MBP (Addgene) for recombinant protein expression and into pUBN (Addgene) for subcellular localization and generation of stable transgenic lines.

### *Pseudomonas* Infection Studies

Bacterial strains used in this study were *P. syringae* pv. *tomato* DC3000 (*Pst* DC3000), *P. syringae* pv. *tomato* DC3000 *hrcC (Pst hrcC*^−^*)*, and *P. syringae* pv. *maculicola* ES4326 (*Psm* ES4326). The strains were grown on NYGA media (5 g/L bactopeptone, 3 g/L yeast extract, 20 ml/L glycerol, and 15 g/L agar) containing rifampicin (50 mg/l) at 28°C for 48 h. For bacterial enumeration assays, plants were sprayed with the strains (inoculum: OD600 nm = 0.2 for *Pst* DC3000 and *Pst hrcC*^−^ and OD600 nm = 0.002 for *Psm* ES4326), suspended in 10 mM MgCl_2_ containing 0.001% (v/v) Silwet L-77 (Bio world). Sprayed plants were covered with a transparent plastic lid for the remaining time of the experiment. For bacterial titers, leaf discs from three different leaves per plant were harvested and washed, and then bacteria were extracted using 10 mM MgCl2 containing 0.04% (v/v) Silwet L-77. Quantification was done by plating appropriate dilutions on LB agar media containing rifampicin (50 mg/l) and incubated at 28°C for 2 days, after which the bacterial colonies were counted.

### *B. cinerea* Infection Studies

Inoculation with *B. cinerea* (**strain: B05.10)** for the microarray experiments was conducted on 4-week-old plants by placing a 5 μl droplet of a spore suspension (5*10^6^ spores/ml) on each rosette leaf (three fully expanded leaves per plant). Inoculated plants were covered with a transparent plastic dome to maintain high humidity and returned to the growth chamber for 72 h. For each biological replicate, inoculated leaves from three different plants were harvested and pictures were taken for lesion quantification.

### PAMP and Hormone Treatments

For PAMP treatments, flg22 synthesized peptide (GenScript Inc.), was used at 1 μM concentration. 50 μM of MeJA (Sigma Aldrich) was used for the root growth inhibition assay. Water treatment was used as mock treatment.

### Protein Extraction, SDS-PAGE, and Western Blot

Total protein was extracted from frozen leaf tissue, subjected to SDS-PAGE, transferred to a polyvinylidene fluoride membrane (Millipore), and used for immunodetection as described (Meskiene *et al*., 2003). Anti-pTpY antibody (Cell Signaling) was used to detect the activation loop conserved in the MAPKs. Antigen–antibody complexes were detected with horseradish peroxidase-conjugated anti-rabbit secondary antibody (Sigma-Aldrich), proteins were then detected using ECL Select™ Western Blotting Detection Reagent (GE Healthcare Amersham™) and the ChemiDoc MP imaging system (BioRad). Equal protein transfer was monitored by staining membranes with Ponceau S (Sigma-Aldrich) for 5 min.

### PAMP-Induced MAPK Activation

PAMP-induced MAPK activation assays were performed on 2-week-old seedlings grown in liquid medium. Seedlings were then elicited with 1 μM flg22 for 0, 5, 10, 15, and 30 min and then collected and frozen in liquid nitrogen. MAPK activation-specific phosphorylation was monitored by Western blot analysis as described with Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (D13.14.4E) XP rabbit monoclonal antibody (#4370, Cell Signaling) specific to dual phosphorylation of the activation loop of MAPK (pTEpY).

### PAMP-Induced Oxidative Burst

Twelve leaf discs (4 mm in diameter) of four 3–4 week old plants per genotype were collected. Each leaf disc was floated adaxial-side-up in an individual well of a 96-well microtiter plate (Costar, Fisher Scientific) containing 150 μl distilled H_2_O and then incubated overnight at 22°C in continuous light to reduce the immediate wounding response. Immediately prior to elicitation, the incubating medium was carefully removed from each well avoiding any tissue damage or desiccation. Using a multichannel pipet, then 100 μl of the elicitation solution [10 mg/ml horseradish peroxidase (HRP, Sigma-Aldrich), 0.2 μM Luminol (Sigma-Aldrich), 1 μl flg22 (1mM)] was quickly added to each well containing leaf disc for the treated samples and without the 5 μl flg22 for control samples. Luminescence was measured every 1 min after the addition of elicitation solution for a period of 40 min using TECAN Infinite 200 PRO microplate reader and signal integration time was 0.5s. ROS measurements were expressed as means of RLU (Relative Light Units).

### Seedling Growth Inhibition

Seeds were sown on ½ MS medium supplemented with 1% agar, stratified for 2 days in the dark at 4°C, and incubated for 5 days at 22°C under a 16/8 h photoperiod. Five days old seedlings were then transferred to liquid ½ MS medium containing 1% sucrose and then left for 1 day to recover before supplementation with 1 μM flg22. The seedlings were then weighed at 10 days after treatment in three independent experiments.

### PAMP-Induced Callose Deposition

6 days old seedlings (six independent plants per treatment) grown in ½ MS medium containing 1% sucrose in a 12 well plate were treated with 1 μm of flg22 or water for 24 h. After 24 h, plants are placed in acetic acid:ethanol (1:3) over night to de-stain the chlorophyll from the leaf. Following the de-staining step plants were rehydrated with successive additions of ethanol (50% v/v) for 1 h, then 5 ml ethanol (30% v/v) for 1 h, and finally water for 2 h with two changes for washing. The plants were then incubated in the dark over night with 0.01% aniline blue in 150 mM K_2_HPO_4_. The following day individual leaves were mounted on slides in 50% glycerol, and observed *via* epifluorescence microscopy under UV illumination with a DAPI filter (Nikon). Pictures from three independent experiments was collected and the number of callose deposited calculated using the automated cell counting in ImageJ and results were given in number of cells per square pixel.

### Subcellular Localization

8-day-old roots of stable transgenic homozygous lines of *Arabidopsis* plants overexpressing 35S::*LINC1*-GFP was used. Samples were visualized for GFP expression using a confocal laser-scanning microscope (Zeiss LSM).

### Transcriptome Analysis

Total RNA was prepared from 2-week-old plants. Total RNA was extracted with NucleoSpin^®^ RNA Plant extraction kit (Macherey-Nagel) according to the manufacturer’s instructions. RNA was eluted in 60 μl RNase-free water. For RNA-seq, mRNA sequencing libraries were prepared from 1 μg of total RNA using TruSeq Stranded mRNA Library Prep Kit (Illumina). The libraries were pooled together and sequenced on a HiSeq4000 (Illumina) system. Three biological replicates were analyzed for each condition. Paired-end sequencing of RNA-Seq samples was performed using Illumina GAIIx with a read length of 100 bp. Reads were quality-controlled using FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Trimmomatic was used for trimming of adaptor sequences. Parameters for read quality filtering were set as follows: Minimum length of 36 bp; Mean Phred quality score greater than 30; Leading and trailing bases removal with base quality below 3; Sliding window of 4:15. TopHat v2.0.9 was used for alignment of short reads to the *A*. *thaliana* genome TAIR10, Cufflinks v2.2.0 for transcript assembly and differential expression. To identify differentially expressed genes, specific parameters (*p*-value: 0.05; statistical correction: Benjamini Hochberg; FDR: 0.05) in cuffdiff were used. Post-processing and visualization of differential expression were done using cummeRbund v2.0.0. Genes were considered as regulated if fold change was more than 1.5 and *p*-value < 0.05 compared to mock condition. Identified de-regulated genes were used to generate HCL tree using Multi Experiment Viewer (MeV 4.9.0 version, TM4,https://sourceforge.net/projects/mev-tm4/files/mev-tm4/MeV% 204.9.0/). The normalization for the raw data was carried out for every gene and hierarchical clustering was performed under Euclidian distances, average linkage and leaf order optimization. Gene enrichment analyses were performed using AgriGO (http://systemsbiology.cau.edu.cn/agriGOv2/).

### Quantitative RT-PCR

The quantitative PCR was carried out using SsoAdvanced™ Universal SYBR^®^ Green Supermix (Bio-Rad) in the CFX96 Touch™ Real-Time PCR Detection System (Bio-Rad). The relative expression values were determined using *ACTIN2* (At3g18780) and *UBIQUITIN10* (At4g05320) as reference genes and comparative analysis was carried out by Bio-Rad CFX manager software with the Ct method (2-ΔΔCt). Normalized gene expression was expressed relative to wild-type controls in each experiment.

### Phytohormone Measurements

For phytohormones quantification, the leaves from 4-weeks old (wild-type, *linc1-1* and OE) plants were collected after inoculated as described above. 24 h after treatment, the plants were harvested, immediately frozen in liquid nitrogen, freeze-dried overnight in a Liophylazer, and grinded in a Gino grinder (for 2 cycles of 45 s each, at 1150 rpm). They were then aliquoted in 1.5 ml tubes (around 10 mg) and extracted with 1.0 ml of 70% methanol containing the respective phytohormones internal standards (d6-JA and d5-SA). The measurements were performed on an Agilent 1100 HPLC system (Agilent Technologies, Böblingen, Germany) connected to a LTQ Iontrap mass spectrometer (Thermo Scientific, Bremen, Germany), and the quantification was based on a calibration curve using original SA, JA, and JA-Ile standards (Almeida Trapp et al., 2014).

### MeJA-Mediated Inhibition of Root Growth

Seeds were plated on ½ MS agar media plates with or without 50 μM MeJA (Sigma-Aldrich), placed for 2 days at 4°C in the dark, and subsequently placed vertically for 10 days. Three independent biological replicates were measured for each sample, and similar results were obtained from each independent experiment.

### Statistical Analysis

Statistical significance based on two-way ANOVA analysis was performed with Prism 7 (GraphPad Software).

## Data Availability Statement

The RNAseq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE118854(https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118854).

## Author Contributions

MJ, NR, and HH designed the study. MJ, MA-T, MM, and NR performed experimental work. MJ, KM, MA-T, MM, AM and NR analyzed data. MJ, NR and HH wrote the paper. All authors read and approved the manuscript.

## Funding

This work was supported by the King Abdullah University of Science and Technology grant (BAS/1/1062-01-01 and URF/1/2965-01-01 to H.H.).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Lamin-Like LITTLE NUCLEI 1 (LINC1) Regulates Pattern-Triggered Immunity and Jasmonic Acid Signaling
**Source:** Front Plant Sci. 2020 Jan 9;10:1639. doi: 10.3389/fpls.2019.01639
**Supplement:** Supplementary file 1

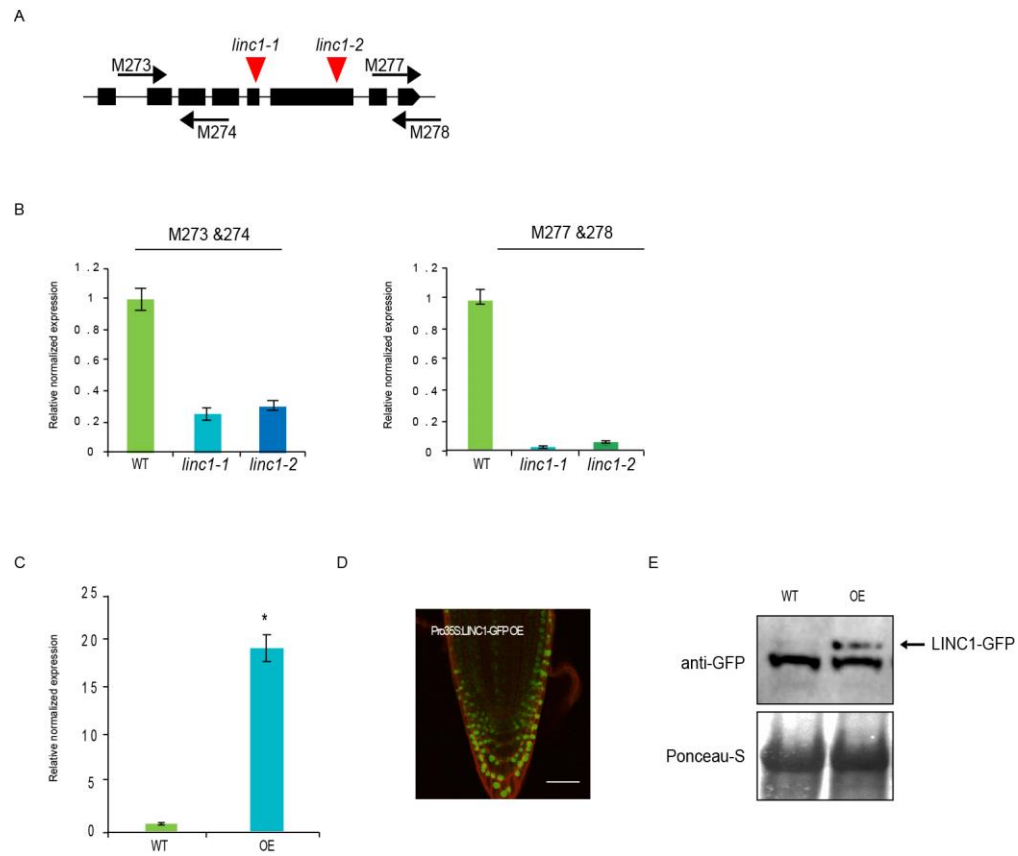

Figure S1: Genomic organization and T-DNA insertional alleles of LINC1. **A.** Genomic organization of LINC1: exons are shown as solid black bars and introns as the thinner line. Transcription proceeds from left to right. The positions of T- DNA insertions from the SALK SIGnAL collection (Alonso et al., 2003) are depicted as triangles. The arrows denote primers for qRT-PCR. **B.** qRT-PCR of homozygous *linc1-1* and *linc1-2* mutants demonstrating that transcription downstream of the insertion site is abolished. Gene expression was normalized to internal control UBQ10. **C.** The transcript levels of LINC1 in overexpression line (Pro35S:LINC1- GFP). The relative transcript levels of LINC1 were monitored by qRT-PCR. Gene expression was normalized to internal control UBQ10. Data are represented as mean $\pm$ SEM (n=3 biological replicates). **D.** LINC1 expression and protein localization in Arabidopsis roots (10 days old seedlings). Stable transgenic plants overexpressing LINC1-GFP (OE) reveal that LINC1 is mainly localized to the nucleus. Confocal laser scanning microscopy images of GFP fluorescence (green) and propidium iodide (PI) fluorescence (red) of Arabidopsis seedlings in the root apical meristem. Scale bar: 20 μ m. **E.** Immunoblot of WT, OE plant expressing 35S::LINC1-GFP probed with anti-GFP antibody (upper panel) and protein loading control with Ponceau S staining (lower panel).

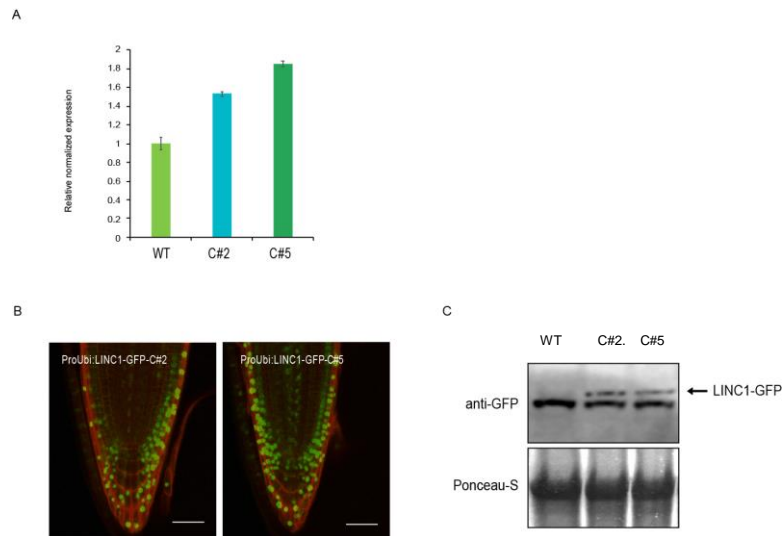

Figure S2: LINC1 complementation lines. A. The transcript levels of LINC1 in complemented lines. The relative transcript levels of LINC1 were monitored by qRT-PCR. Gene expression was normalized to internal control UBQ10 and Actin. B. LINC1 expression and protein localization in Arabidopsis roots (10 days old seedlings). Stable transgenic complementation plants (C#2 and C#5) expressing LINC1–GFP under Ubi promoter reveal that LINC1 is mainly localized to the nucleus. Confocal laser scanning microscopy images of GFP fluorescence (green) and propidium iodide (PI) fluorescence (red) of Arabidopsis seedlings in the root apical meristem. Scale bar: 20 μ m. E. Immunoblot of WT, complementation lines expressing Ubi::LINC1–GFP probed with anti-GFP antibody (upper panel) and protein loading control with Ponceau S staining (lower panel).

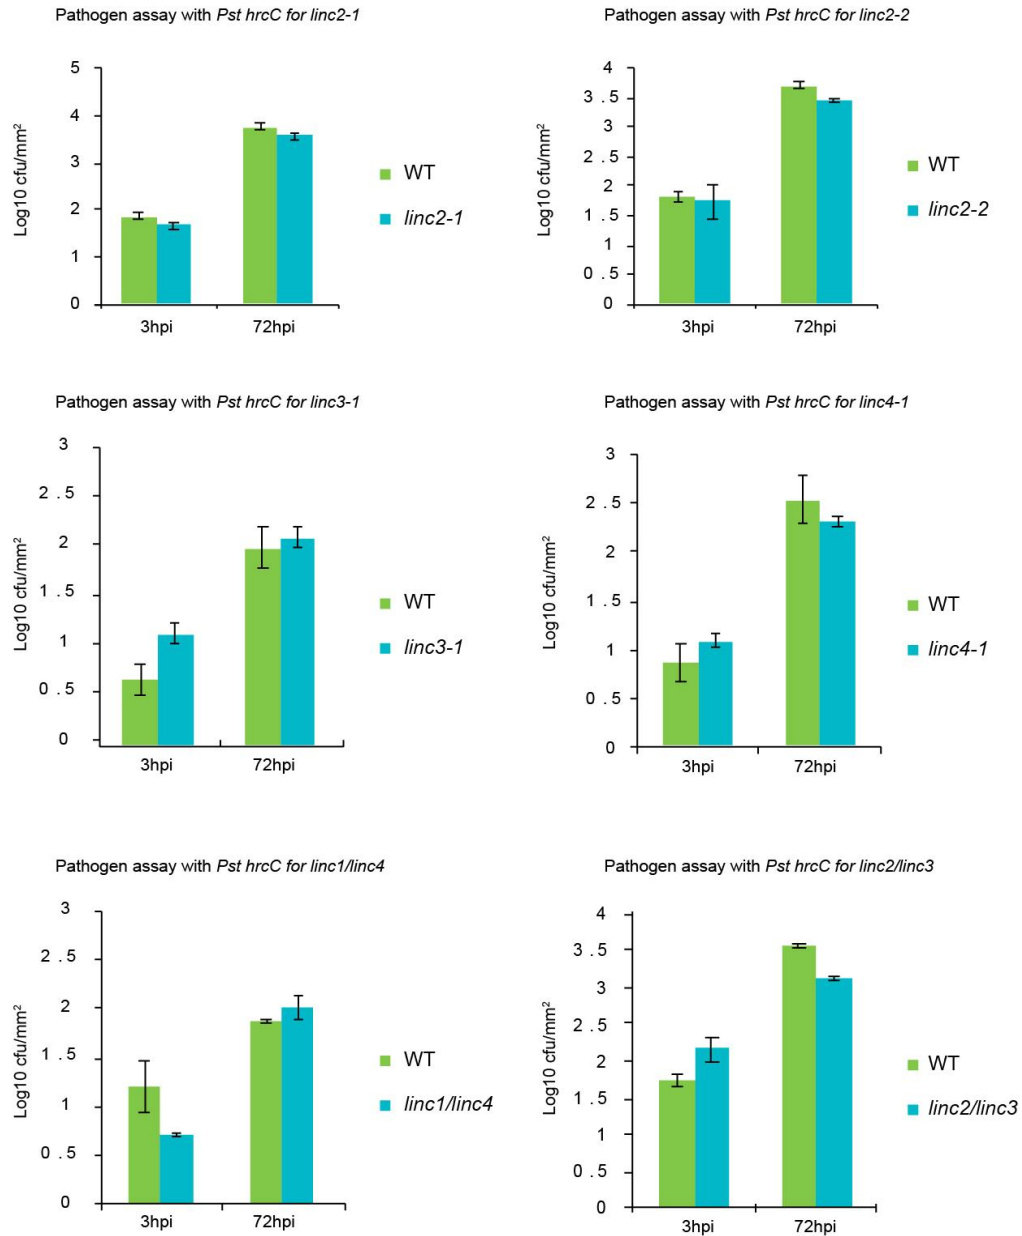

Figure S3: *Pst hrcC*- infection phenotype of *LINC1* mutants. Four-week-old wild-type, *linc2-1*, *linc2-2*, *linc3-1*, *linc4-1*, *linc1-1 linc4-1* and *linc2-1 linc3-1* plants were spray inoculated with bacterial *Pst hrcC*- suspension at an $\text{OD}_{600}=0.2$, and bacteria inside leaf tissue was quantified at 3 and 72 hpi. Statistical significance was analyzed by two-way anova, asterisks indicate significant differences compared to Wild Type - * p 0.05, ** p 0.01, *** p 0.001.

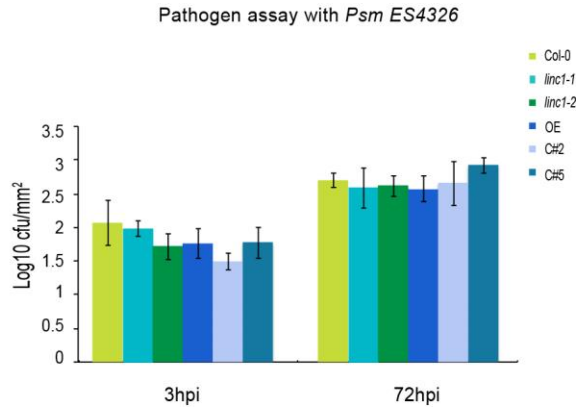

Figure S4: *Psm ES4326* infection phenotype of LINC1 plants. Four- week-old wild-type, *linc1-1*, *linc1-2*, OE, C#2 and C#5 plants were spray inoculated with bacterial *Psm ES4326* suspension at an OD600=0.002, and bacteria inside leaf tissue was quantified at 3 and 72 hpi. Statistical significance was analyzed by two-way anova, asterisks indicate significant differences compared to Wild Type, * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.001$.

A

Pst hrcC-deregulated genes in *linc1-1*

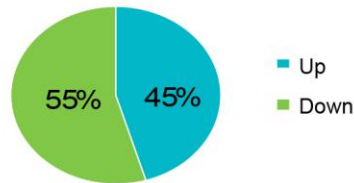

B

Pst hrcC-induced downregulated genes in *linc1-1*

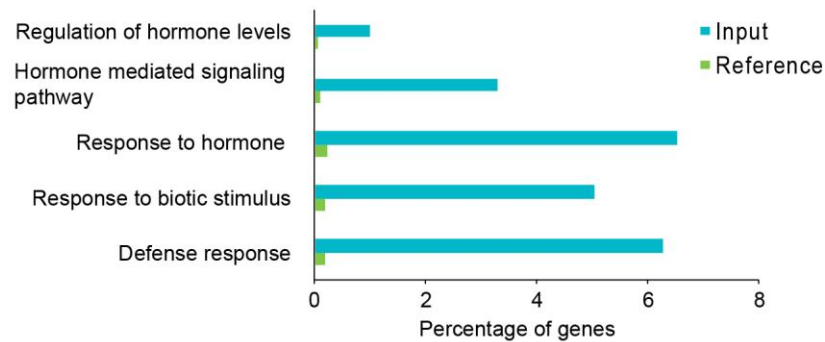

C

Pst hrcC-induced up-regulated genes in *linc1-1*

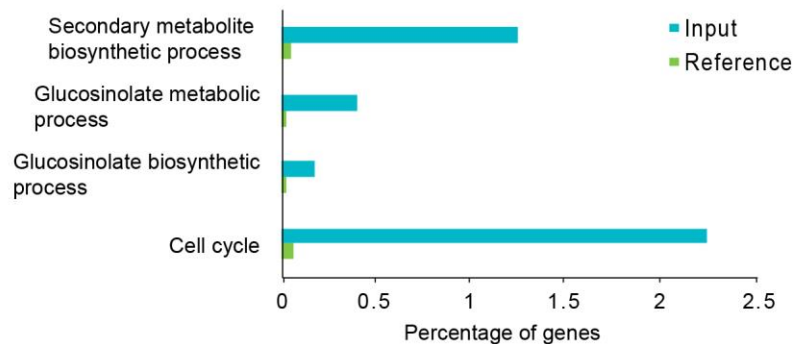

Figure S5: Differentially expressed genes in *linc1-1* upon *Pst hrcC*-infection. A. *Pst hrcC*-induced DEGs in *linc1-1*. 55 % of *linc1-1* DEGs are downregulated (green, 585 genes) whereas 45 % are upregulated (red, 385 genes). B. Enrichment of genes with GO terms related to defense response for cluster 9 and cluster 13. The fold enrichment was calculated based on the frequency of genes annotated to the term compared with their frequency in the genome. C. Enrichment of genes with GO terms related to cell cycle and GS metabolic and biosynthetic processes for cluster 7 and 14. The fold enrichment was calculated based on the frequency of genes annotated to the term compared with their frequency in the genome.

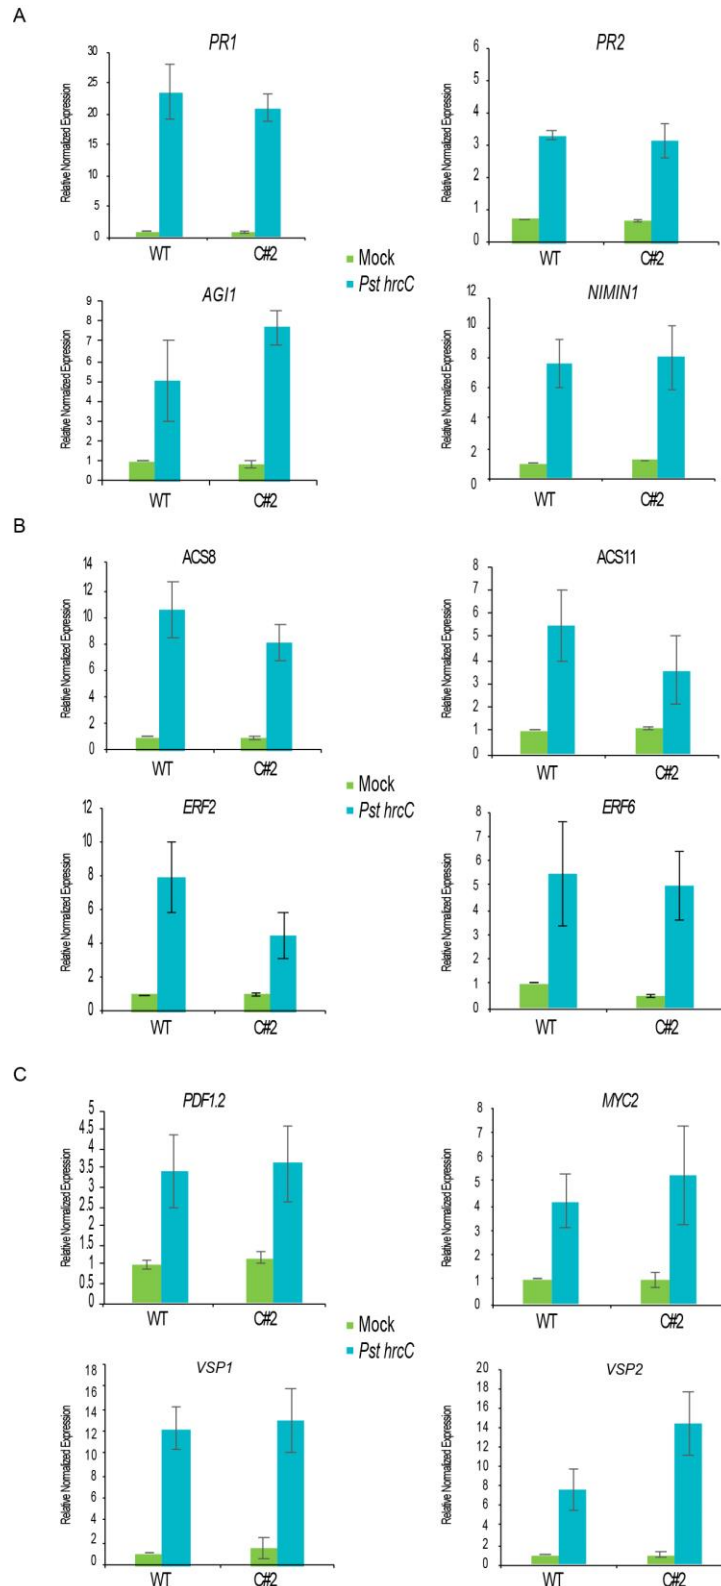

Figure S6: Recovery of wild-type expression levels in the C#2 line. A. qRT-PCR analysis of SA-related genes regulated by *LINC1*. B. qRT-PCR analysis of ET-related genes regulated by *LINC1*. C. qRT-PCR analysis of JA-related genes regulated by *LINC1*. Gene expression was normalized to internal control *UBQ10* and actin. The data shown are means from three biological replicates. Statistical significance was analyzed by two-way anova, asterisks indicate significant differences compared to Wild Type, * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.001$.

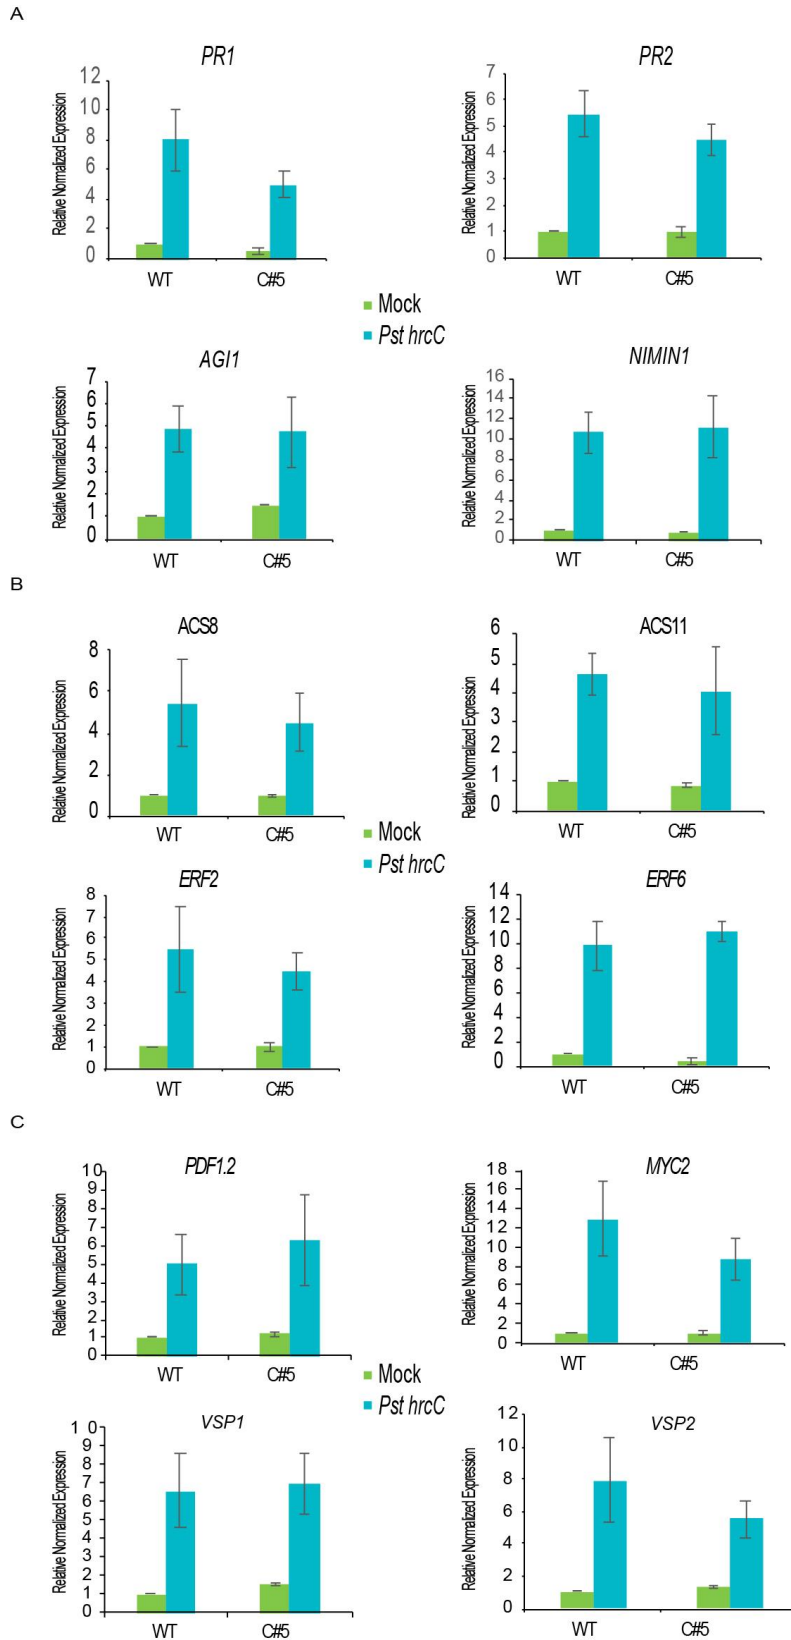

Figure S7: Recovery of wild-type expression levels in the C#5 complementation line. A. qRT-PCR analysis of SA-related genes regulated by *LINC1*. B. qRT-PCR analysis of ET-related genes regulated by *LINC1*. C. qRT-PCR analysis of JA-related genes regulated by *LINC1*. Gene expression was normalized to internal control *UBQ10* and *actin*. The data shown are means from three biological replicates. Statistical significance was analyzed by two-way anova, asterisks indicate significant differences compared to Wild Type, * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.001$.

A

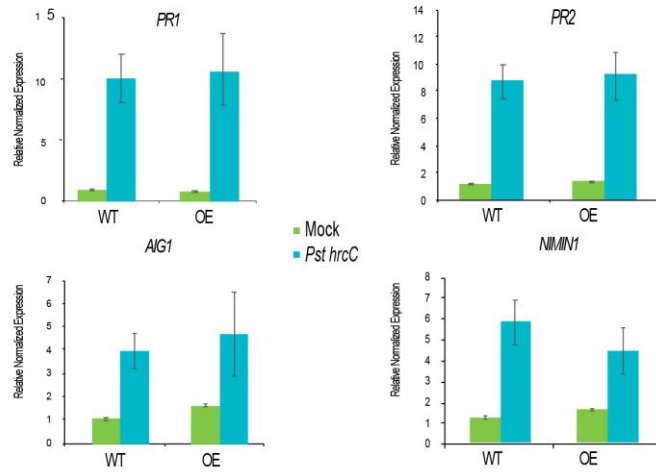

B

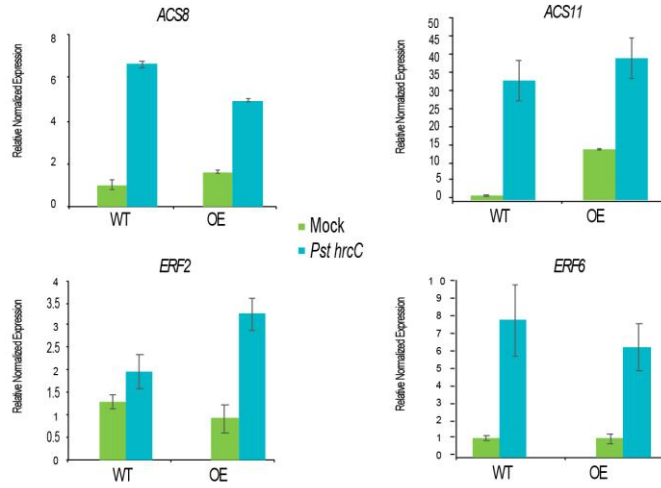

C

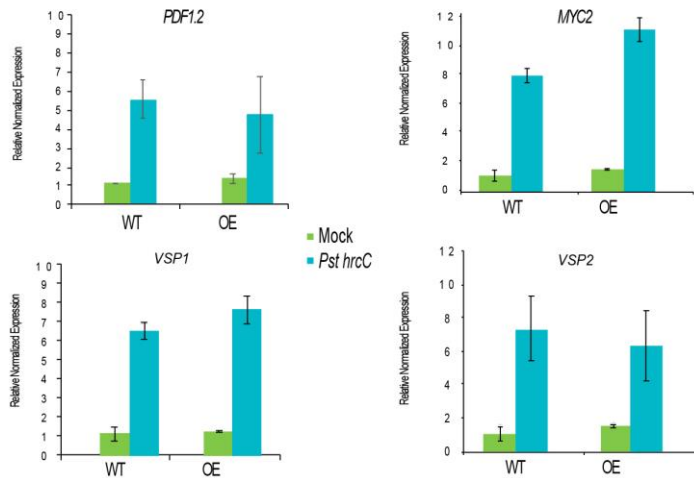

Figure S8: Recovery of wild-type expression levels in the LINC1 OE line. A. qRT-PCR analysis of SA-related genes regulated by *LINC1*. B. qRT-PCR analysis of ET-related genes regulated by *LINC1*. C. qRT-PCR analysis of JA-related genes regulated by *LINC1*. Gene expression was normalized to internal control *UBQ10* and actin. The data shown are means from three biological replicates. Statistical significance was analyzed by two-way anova, asterisks indicate significant differences compared to Wild Type, * p ≤ 0.05, ** p ≤ 0.01, *** p ≤ 0.001.

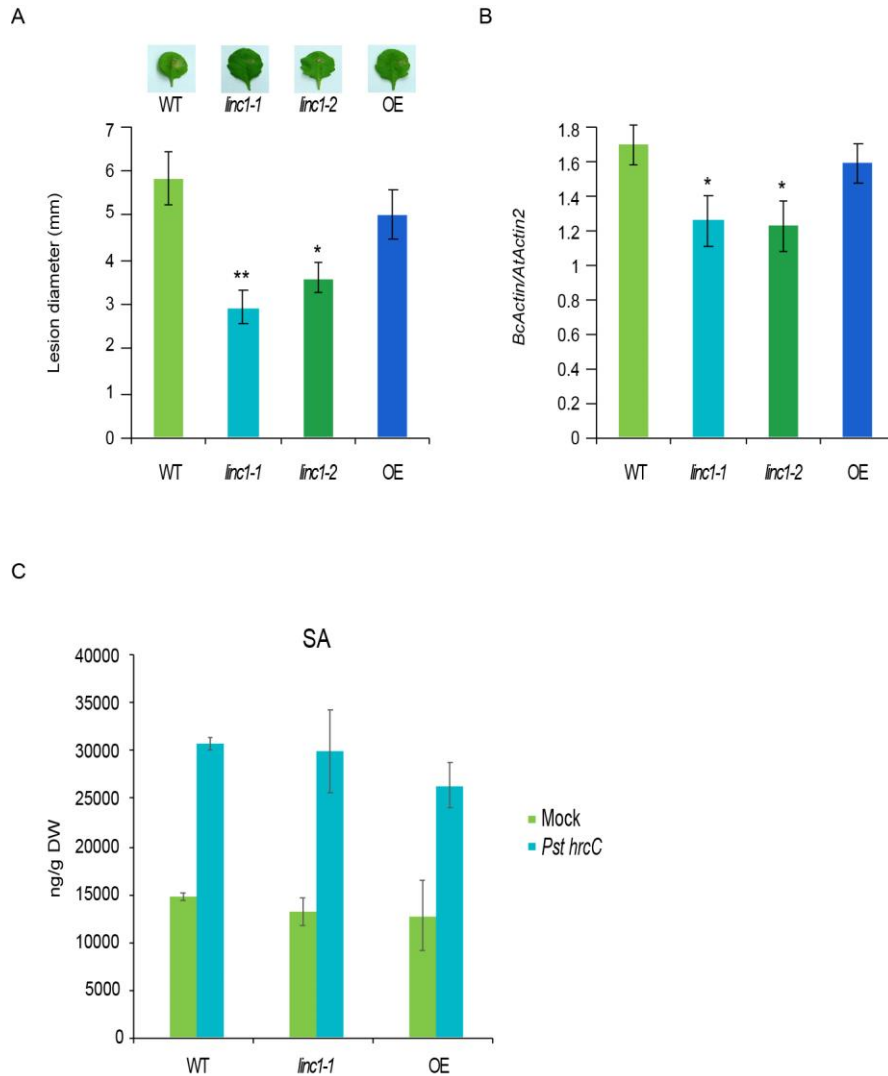

Figure S9: Phenotype of *LINC1* lines upon *Botrytis cinerea* infection. A. Four-week-old wild-type, *linc1-1*, *linc1-2* and OE plants were drop inoculated with a *B. cinerea* suspension at a density of 5×10^6 spores/ml. The fungal infection was quantified after 72 hpi by measuring the lesion diameter. B. qPCR analysis of *B. cinerea* infection quantified by measuring the transcript levels of *B. cinerea* actin gene (*BcActin*) and the *Arabidopsis* actin gene (*AtActin2*) was used as an internal control. C. SA levels in wild-type, *linc1-1* and OE plants. Leaves of 3-4 week-old wild-type and *linc1-1* mutant were infiltrated with *Pst hrcC*- (OD600=0.2). Leaves were collected at 0 and 1 dpi, and SA was extracted and analyzed. The data shown are means from three biological replicates. Statistical significance was analyzed by two-way anova, asterisks indicate significant differences compared to Wild Type, * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.001$.

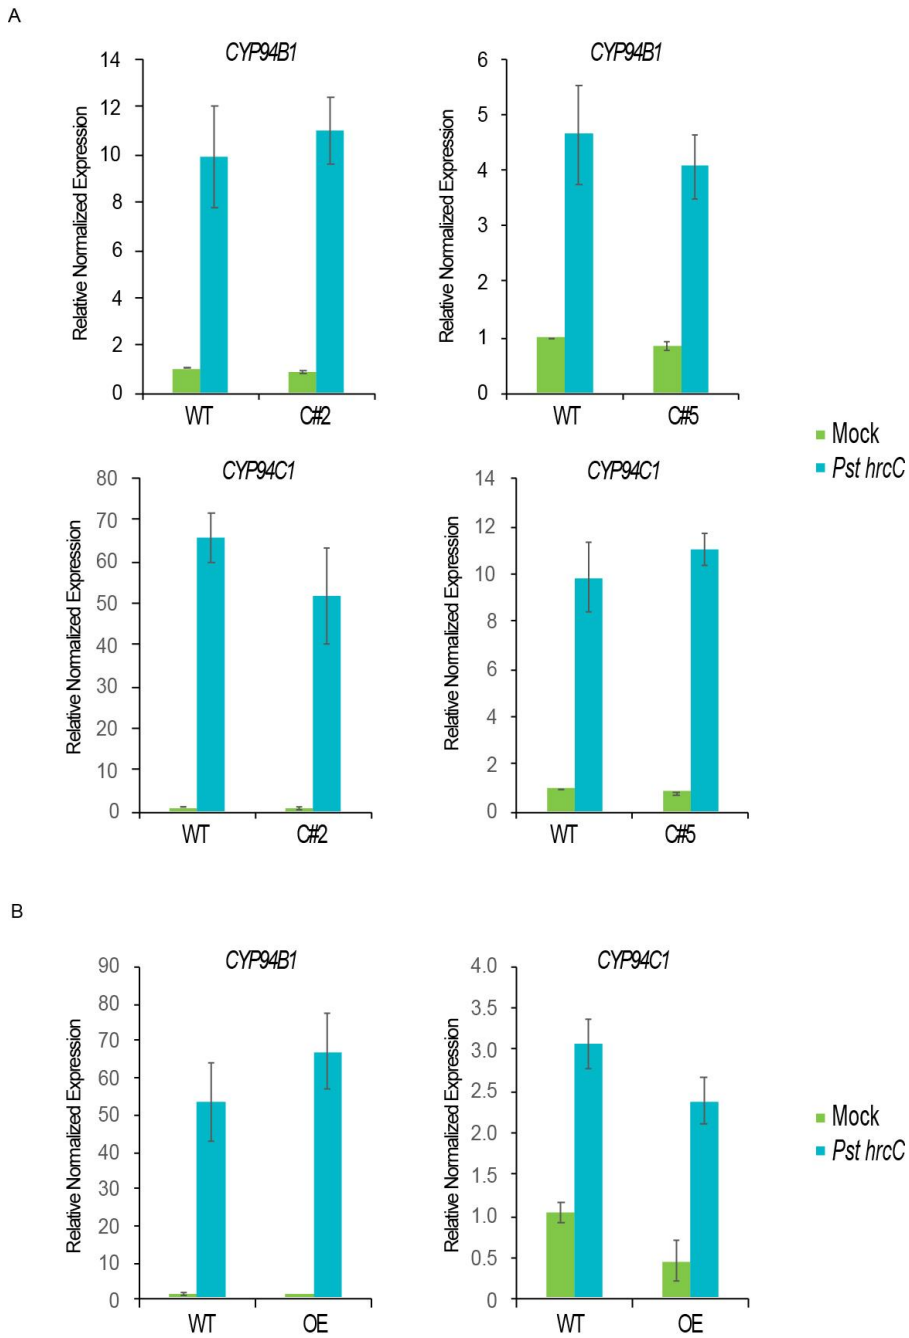

Figure S10: Gene expression levels in the C#2, C#5 and OE lines for *CYP94B1* and *CYP94C1*. A. qRT-PCR analysis of *CYP94B1* and *CYP94C1* genes in the C#2 and C#5 lines. B. qRT-PCR analysis of *CYP94B1* and *CYP94C1* genes in the LINC1 OE line. Gene expression was normalized to internal control *UBQ10* and actin. The data shown are means from three biological replicates. Statistical significance was analyzed by two-way anova, asterisks indicate significant differences compared to Wild Type, * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.001$.

A

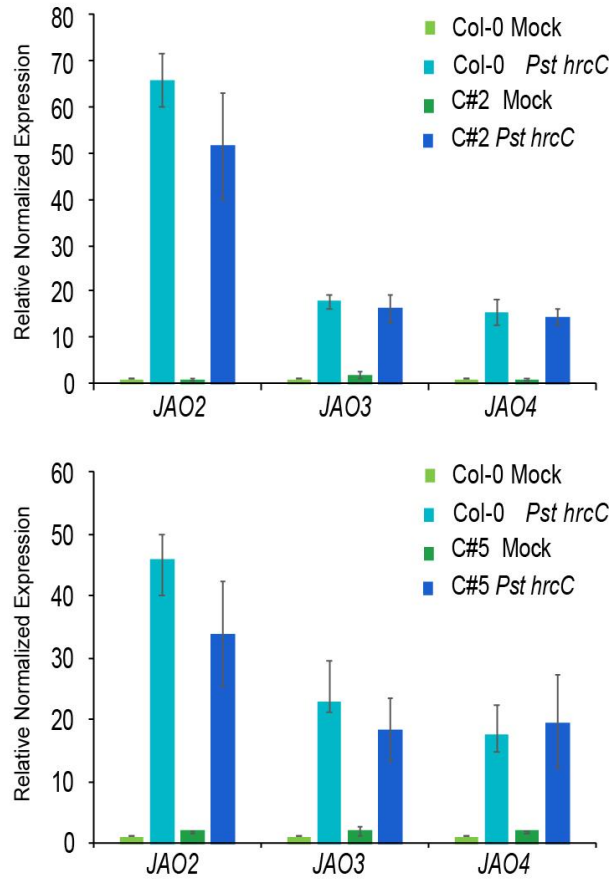

B

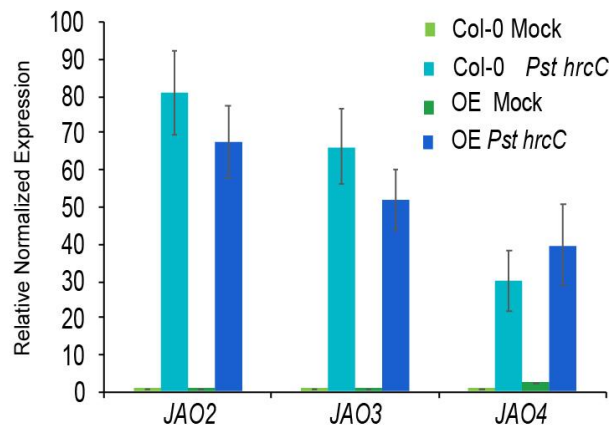

Figure S11: Gene expression levels of *JAO2*, *JAO3* and *JAO4* in C#2, C#5 and OE lines. A. qRT-PCR analysis of *JAO2*, *JAO3* and *JAO4* genes in the C#2 and C#5 lines. B. qRT-PCR analysis of *JAO2*, *JAO3* and *JAO4* genes in the OE line. Gene expression was normalized to internal control *UBQ10* and actin. The data shown are means from three biological replicates. Statistical significance was analyzed by two-way anova, asterisks indicate significant differences compared to Wild Type, * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.001$.

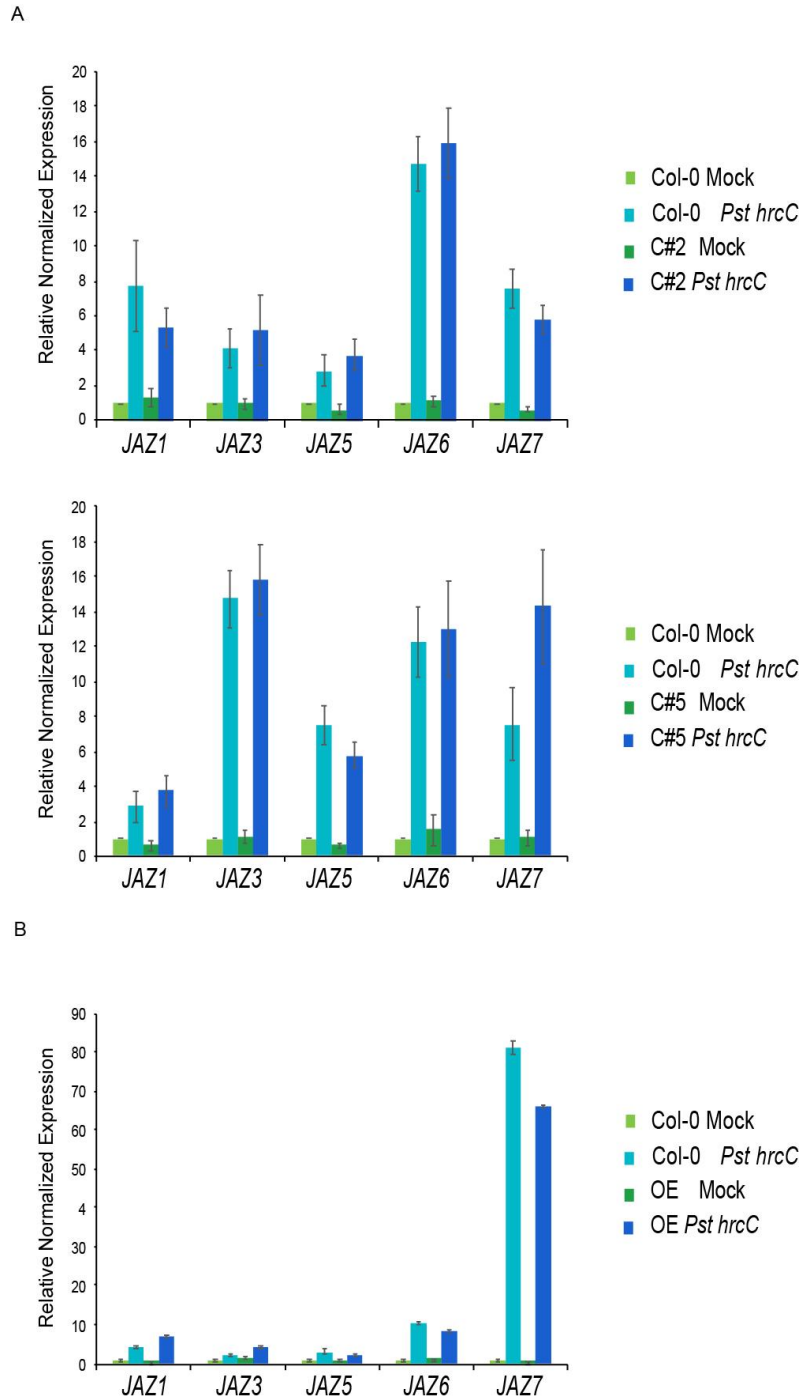

Figure S12: Gene expression levels of JAZ1, 3, 5, 6 and 7 in C#2, C#5, and OE lines. A. qRT-PCR analysis of JAZ1, 3, 5, 6 and 7 genes in the C#2 and C#5 lines. B. qRT-PCR analysis of JAZ1, 3, 5, 6 and 7 genes in the OE line. Gene expression was normalized to internal control *UBQ10* and actin. The data shown are means from three biological replicates. Statistical significance was analyzed by two-way anova, asterisks indicate significant differences compared to Wild Type, * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.001$.

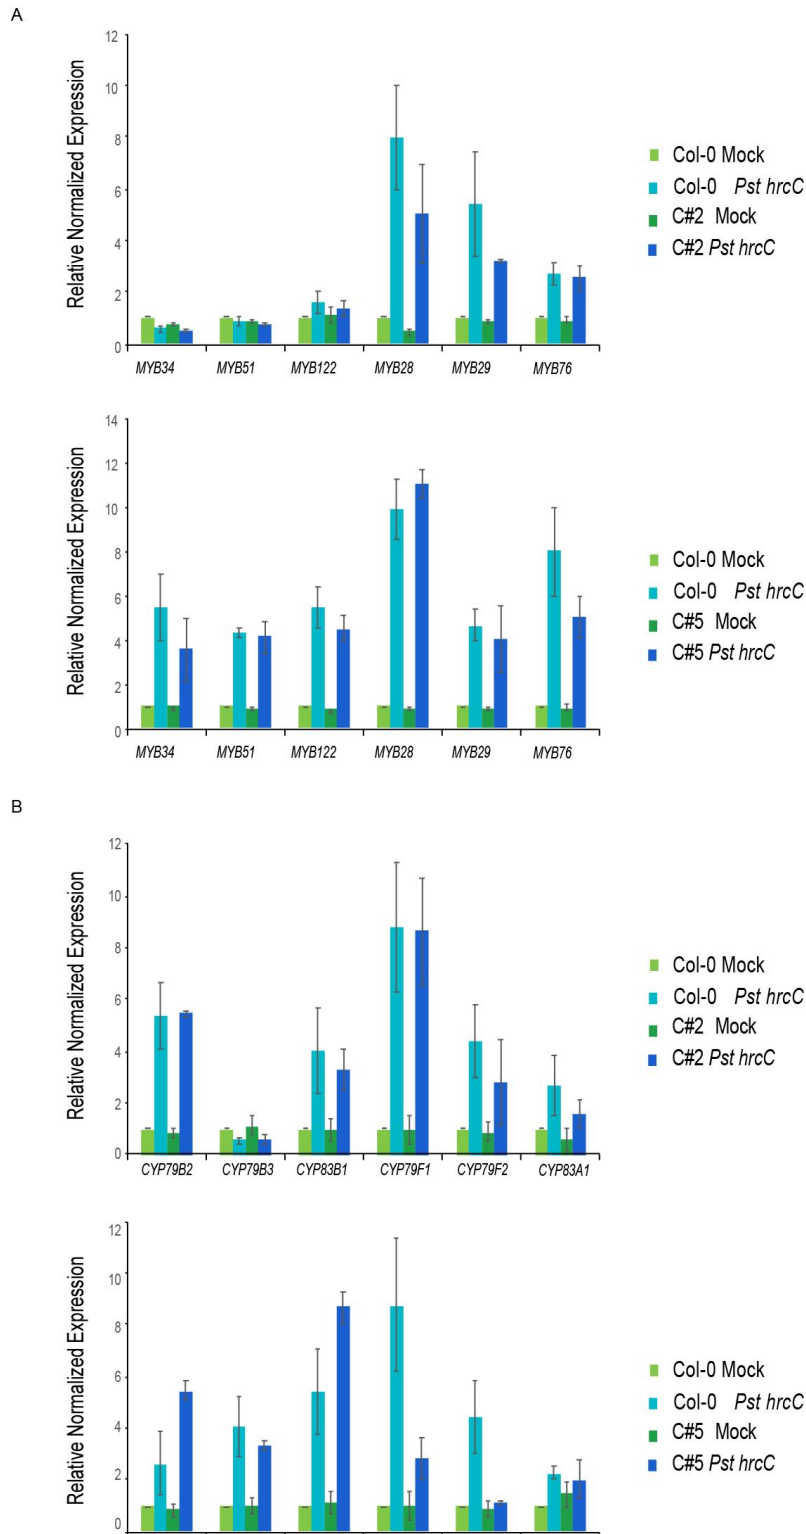

Figure S13: Gene expression levels for GS-related genes in C#2 and C#5 lines. A. qRT-PCR analysis of expression levels of transcription factor genes involved in the biosynthetic pathway of indolic and aliphatic glucosinolates in the C#2 and C#5 lines. B. qRT-PCR analysis of expression levels of biosynthetic genes involved in the biosynthetic pathway of indolic and aliphatic glucosinolates in the C#2 and C#5 lines. Gene expression was normalized to internal control *UBQ10* and actin. The data shown are means from three biological replicates. Statistical significance was analyzed by two-way anova, asterisks indicate significant differences compared to Wild Type, * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.001$.

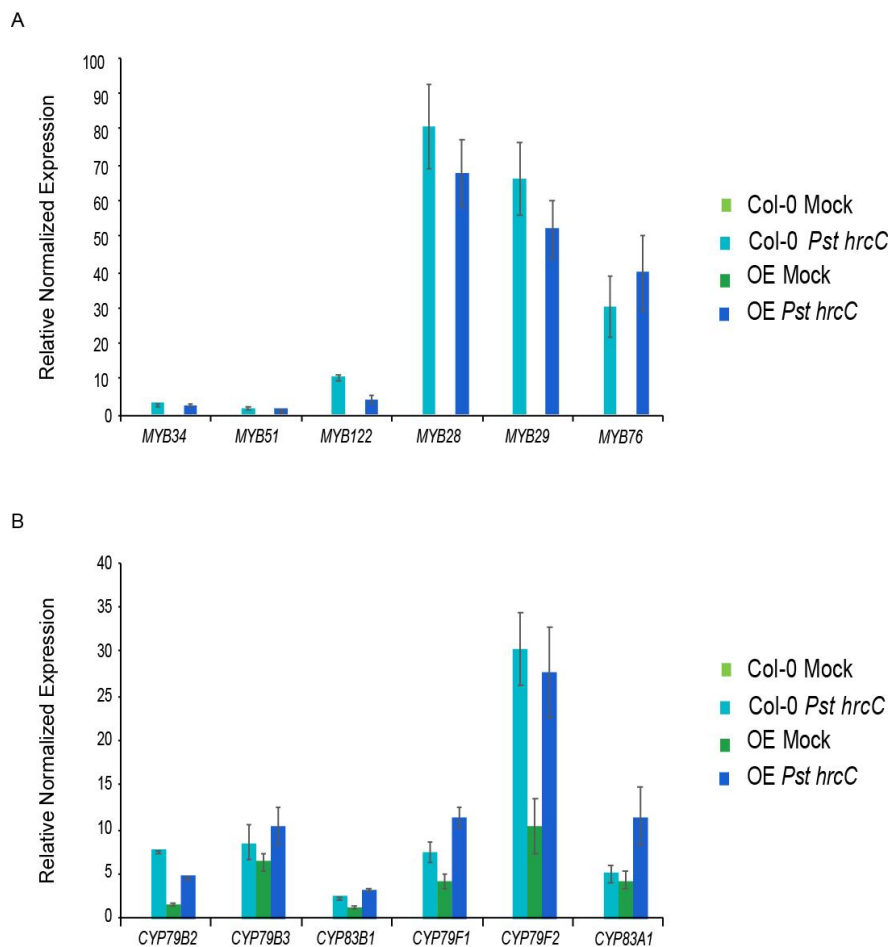

Figure S14: Gene expression levels for GS-related genes in the OE line. A. qRT-PCR analysis of expression levels of transcription factor genes involved in the biosynthetic pathway of indolic and aliphatic glucosinolates in the OE line. B. qRT-PCR analysis of expression levels of biosynthetic genes involved in the biosynthetic pathway of indolic and aliphatic glucosinolates in the OE line. Gene expression was normalized to internal control *UBQ10* and actin. The data shown are means from three biological replicates. Statistical significance was analyzed by two-way anova, asterisks indicate significant differences compared to Wild Type, * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.001$.

How the deposited data were processed for this re-analysis (not part of the article)

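The transcriptome experiment compared 14-day-old wild type (WT, Col-0) and *linc1-1* seedlings, mock treated or treated with *Pst hrcC*- for 24 hours, with 3 libraries in each of the 4 groups. The authors sequenced mRNA from whole seedlings, mapped the reads to TAIR10 with TopHat2 (version 2.1.1 in the sample labels) and computed FPKM with Cufflinks (version 2.2.1 in the labels). The deposited values are FPKM, fragments per kilobase of transcript scaled to the mapped fragments, in 2 tables, 1 per genotype, of 27371 genes each. They hold no counts, no errors and no p-values per sample. The 12 columns were matched to the groups by the genotype, treatment and replicate in their names. *LINC1* in FPKM set the WT and *linc1-1* libraries apart.

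Gene identifiers were matched to the annotation of TAIR10.1, which gave symbols and positions. Of the 27371 identifiers, 26703 (97.6%) were found in it. Genes with a mean of at least 1 FPKM over the 12 libraries were tested, 16677 in all. A pseudocount of 1 FPKM was added and the values were put on the log2 scale. No further scaling was applied between libraries in the values reported. The sums of FPKM ranged from 9.05e+05 to 7.04e+06 per library, and 2 genes exceeded 1e+06 FPKM in a library.

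Differences between groups were tested with limma (version 3.58.1 in R 4.3.3), with the 4 groups in one linear model and a variance trend in its moderated test. There were 5 contrasts: the response to *Pst hrcC*- in WT and in *linc1-1*, the difference between the genotypes under each treatment, and the difference between the responses. P-values were adjusted by the Benjamini-Hochberg method over the tested genes of each contrast. A gene was called at an adjusted p under 0.05 and a fold above 1.5. The replicate numbers were not used as pairs, since they did not pair the libraries in all groups. Deviations from the group means were correlated between libraries, and pairing was read only if every same-number r was above 0.1. Of 18 such correlations, 4 were. Within WT, r between mock and *Pst hrcC*- was 0.448, 0.0786 and 0.2 for replicates 1, 2 and 3. Over all groups, different numbers gave −0.417 to 0.351. A replicate effect within WT is thus not excluded.

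A total of 20 gene lists were used, for the SA response, pattern-triggered immunity, ET, JA biosynthesis, JA catabolism, JAZ repressors, the MYC and ERF branches of the JA response, indole and aliphatic GS, camalexin, cell cycle, anthocyanin and flavonoids, the nuclear envelope and LINC family, photosynthesis, root tissue, abscisic acid and cold, heat shock, the circadian clock, and touch and wounding. They name 305 genes, of which 248 were tested. Lists that hold genes of the paper's qRT-PCR are partly the study's choice on these samples. Each list was compared with all other genes by camera in limma, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 100 tests of 20 lists in 5 contrasts. Camera with an estimated correlation and fry, a self-contained set test, were run beside it. Of the 100 tests, 49 passed with the preset correlation, 8 with the estimated one and 10 with fry. Fisher's exact test asked whether a list was over-represented among the genes called between *Pst hrcC*- treated *linc1-1* and WT (40 tests). The genes called in any of the 4 comparisons of groups were clustered by average linkage on z-scores of the group means of log2(FPKM + 1), into 15 clusters.

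The genes named in the text are *LINC1* and the other genes of Table S1, the 5 largest calls per direction of each contrast with a symbol, a mean of at least 5 FPKM and no overlap between the groups, at most 4 called members per gene list and contrast (those with the largest change), and for a list with no call the member with the largest change. The condition on overlap was not asked for the difference between the responses. *MRD1*, AT3G01345, AT1G02660, AT5G45630 and the clock genes *CCA1*, *TOC1* and *PRR7* were added after their values were seen.

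The depth of the libraries is not in the files. The low values of 6328 genes with a single annotated transcript of 1500 to 4000 bp were used to look for whole reads. FPKM was multiplied by the transcript length less 150 bp, and the 1st percentile of values above 0 was the floor of a library. Between 30.29% and 40.95% of the low values lay within 0.15 steps of a whole multiple of this floor, where 30% would by chance. Counts were thus not recovered and no test on counts was run. A value of 0 was reported as listed at 0, since it can stand for no reads or for a value Cufflinks could not estimate.

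The tests were also checked on simulated libraries with the means and spreads of the real genes, in which genes varied independently of each other. This check was made after the real values had been tested, and changed no setting. For the comparison of *Pst hrcC*- treated *linc1-1* with WT, over 16677 genes, 56.7% of genes changed 2-fold were recovered, 88.1% of those changed 4-fold and 97% of those changed 8-fold, with 11 false calls among 16435 unchanged genes. For the difference between the responses these shares were 16.4%, 70.1% and 90.9%. In the same simulations camera found both of the changed lists in each contrast and none of the 18 unchanged ones. As the simulated genes were independent, this does not cover lists whose genes vary together.

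The alternatives were pseudocounts of 0.1 and 0.5 FPKM, no minimum and a minimum of 5 FPKM, size-factor scaling, quantile normalization, the replicate number as a block, a fit of only the groups compared, unadjusted p-values, no fold minimum, a fold from mean FPKM, the moderated test without a trend and with robust variances, weights per library, and leaving out each library in turn. For the clusters they were complete linkage, z-scores without the log, and only the genes called between *Pst hrcC*- treated *linc1-1* and WT. Leaving out both WT replicate 1 libraries was added after the values were seen. As these libraries lay nearer *linc1-1* on the first principal component, that fit cannot separate the genotype from another state they share with *linc1-1*. Figures were drawn with matplotlib 3.10.9.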

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

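The tests of WT replicate 1, of the clock genes and of *MRD1* and *HEI10* were chosen after the result was seen, and those of other groupings of the libraries before.

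The response to *Pst hrcC*- differed between the lines for 8 gene lists by camera's set test with a preset correlation, but other groupings of the libraries did as well. The median difference, *linc1-1* minus WT, was −0.419 on the log2 scale for SA genes, −0.189 for pattern-triggered immunity, −0.191 for ET, −0.413 for heat shock (4 tested genes) and −0.396 for touch and wounding. It was 0.551 for JA biosynthesis, 0.807 for aliphatic GS and 0.417 for cell cycle genes. None of these 8 passed with an estimated correlation. Without both WT replicate 1 libraries, SA (adjusted p = 0.194), heat shock (0.0786) and cell cycle genes (0.0897) no longer passed, and the other 5 did. Of 100 groupings with the treatment permuted within each line, 51 gave at least as many lists as the real one (7 when adjusted within this contrast, highest of the others 15), so chance cannot be excluded. No single gene was called in the real grouping by limma (332 at an unadjusted p under 0.05). All 100 of 100 groupings reach a count of 0 by construction (highest 10), so this comparison says nothing about chance.

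Outside the genes the paper discusses, 5 genes besides *LINC1* differed between the lines under both treatments. After *Pst hrcC*-, AT3G01345 had a log2 fold change of 7.01, *HEI10* 3.10 and *MRD1* 1.72, with *MRD1* listed at 0 in all 6 WT libraries. AT1G02660 was at −1.84 and AT5G45630 at −1.92.

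*MRD1* and *HEI10* were near 0 in WT and expressed in *linc1-1*, and they lie 5.19 Mb from *LINC1* on the same chromosome. A segment linked to the T-DNA insertion that differs between the lines could explain this. Of the 71 other genes called between the lines after *Pst hrcC*-, 11 lay within 6 Mb of *LINC1*, where random draws of tested genes gave a median of 7 and a 95th percentile of 12 (one-sided permutation p = 0.136), which leaves it open. The 11 include *MRD1* and *HEI10*, and the window was wide enough to hold them. Reads shared between the overlapping genes could raise *MRD1* with *HEI10*. The mean ratio of *MRD1* to *HEI10* in *linc1-1* (0.155 to 0.321 per library) would give at most 0.122 FPKM in a WT library, too little to tell. The paper names a stranded library kit, and the files do not show whether the strand was used. An effect of *LINC1* itself was not tested.

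WT replicate 1 stood apart from WT replicates 2 and 3 in both treatments and lay nearer the *linc1-1* libraries on the first principal component. By Pearson's r it was closer to *linc1-1* libraries of the same treatment (0.861 to 0.894) than to WT replicates 2 and 3 (0.818 to 0.851). WT replicates 2 and 3 were about as close to *linc1-1*, at 0.843 to 0.925. A swap with *linc1-1* is argued against by *LINC1*, which was at 17.2 FPKM or more in these libraries and at 3.76 FPKM or less in *linc1-1*. The floor of low values of WT replicate 1 lay between those of WT replicates 2 and 3 in 2 of 2 treatments. This argues against depth only as far as the floor follows it, which the files do not show. A state shared with the *linc1-1* seedlings other than the genotype, such as growth or the share of green tissue, may explain it. Across genes, *linc1-1* minus WT replicates 2 and 3 in one treatment correlated with WT replicate 1 minus those replicates in the other, with r = 0.408 and 0.48 and no library in common.

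The clock genes of WT *Pst hrcC*- replicate 1 pointed to morning in 11 of 11 cases beyond all other libraries, and in 0 cases in each other library. Harvest at another time of day may explain this. A library with a higher floor of low values had 0 such genes. This argues against depth only as far as that floor follows it, which the files do not show. *PRR7*, at 22.2 FPKM in this library and 19.0 to 43.5 FPKM in the others, was left out, and that choice and the directions were made after the values were seen. If so, the treatment and genotype comparisons that use this library would hold a time difference as well, which was not tested.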

How the results depend on the processing

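The fit without both WT replicate 1 libraries was chosen after the result was seen. It cannot separate the genotype from another state shared by WT replicate 1 and *linc1-1*. Which single choice causes a change was not tested, except where fewer libraries or genes are tested.

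The 4 comparisons of groups are given in the order WT response, *linc1-1* response, mock genotype and *Pst hrcC*- genotype. They called 30, 101, 6 and 72 genes with limma, and the test of a different response 0. At an unadjusted p under 0.05 with the same fold minimum the counts were 544, 527, 769 and 1757, with 332 for the different response. By chance a p under 0.05 alone is reached by a share of 0.05 of the tested genes. Library weights gave 50, 288, 1865 and 1555. Fits of only the groups compared gave 6, 166, 3 and 3. With no minimum FPKM the WT response gave 16 and the different response 2. The replicate block gave 24, 94, 3 and 29, with 0 for the different response, although the numbers do not pair the libraries in all groups. Without both WT replicate 1 libraries the *linc1-1* response gave 218, the mock genotype 1642 and the *Pst hrcC*- genotype 2950.

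Leaving out 1 library at a time gave 8 to 30 genes for the WT response (13 and 8 without WT mock replicates 2 and 3, 11 without WT *Pst hrcC*- replicate 3). It gave 37 to 63 for the *linc1-1* response, below the full count in all 6 fits (39, 46 and 37 without mock replicates 1, 2 and 3, and 63, 44 and 46 without *Pst hrcC*- replicates 1, 2 and 3). It gave 3 to 20 for the mock genotype, with 20 without WT mock replicate 1 and 3 without WT mock replicate 2 or 3 or *linc1-1* mock replicate 2 or 3. The *Pst hrcC*- genotype gave 4 to 397, with 397 and 5 without WT *Pst hrcC*- replicates 1 and 3, and 4, 6 and 19 without *linc1-1* *Pst hrcC*- replicates 1, 2 and 3. The different response gave 0 to 2, with 2 without WT *Pst hrcC*- replicate 2 or *linc1-1* *Pst hrcC*- replicate 3, and 1 without *linc1-1* mock replicate 1.

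Splits of 3 against 3 libraries number 10 in each comparison, too few for a share under 0.05. The real splits called 30, 101, 6 and 72 genes and the highest of the others 0, so that 1 of 10, the real one, reached that count. For lists past the set test the real values were 15, 8, 8 and 9 and the highest others 15, 11, 10 and 14, reached in 2, 6, 3 and 5 of 10 splits.

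Of 100 set tests, 49 passed, 8 with an estimated correlation and 10 with fry. The 8 were the JA biosynthesis, JA catabolism, JAZ and MYC branch lists in both responses, and without both WT replicate 1 libraries none of the 100 passed with an estimated correlation (lowest adjusted p 0.0902). That fit has fewer libraries, and the list medians of the *linc1-1* response were unchanged in it. None between the genotypes, or for the different response, passed with an estimated correlation. Fisher's test found 1 list among the genes called between the lines after *Pst hrcC*-, 8 at unadjusted p, 5 with library weights and 6 without both WT replicate 1 libraries. It found 0 with no minimum, with the replicate block and with only the groups compared, and 0 to 2 with 1 library left out. The 8 at unadjusted p included aliphatic GS and cell cycle among higher genes. Among lower genes they were SA, pattern-triggered immunity, ET, JA catabolism, heat shock, and touch and wounding.

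Of the genes raised in WT, 26 were also called in *linc1-1*. This was 14 with no minimum, 3 with only the groups compared, 212 at unadjusted p, 40 with library weights and 7 to 28 with 1 library left out (10 and 7 without WT mock replicates 2 and 3, 9 without WT *Pst hrcC*- replicate 3, 12, 14 and 13 without *linc1-1* mock replicates 1, 2 and 3, and 14 without *linc1-1* *Pst hrcC*- replicate 2). Calls of Table S1 genes over the comparisons numbered 16, and 61 at unadjusted p, 50 with library weights and 47 without both WT replicate 1 libraries. The largest cluster held 55 genes. It held 36 with z-scores without the log, 21 with only the genes called between the lines after *Pst hrcC*-, and 1767 without both WT replicate 1 libraries.

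Some values of single genes changed sign, and these genes were not called in the comparisons named. The *PR1* response in WT was −1.48 with library weights, −1.77 without both WT replicate 1 libraries and −0.66 to 2.66 with 1 library left out. In *linc1-1* it was 0.0722 with a pseudocount of 0.1 and −0.09 to 0.11 with 1 library left out. The *PR2* response in *linc1-1* was −0.091 with quantile normalization, −0.0488 with library weights and −0.0886 to 0.482 with 1 library left out. Between the lines after *Pst hrcC*-, *CYP79B3* and *CYP83B1* were at −0.105 and −0.132 with size-factor scaling and at −0.0174 and −0.0201 with quantile normalization. With 1 library left out, the ranges were −0.226 to 0.279 for *CYP79B3*, −0.352 to 0.261 for *CYP83B1*, −0.489 to 0.266 for *MYC2* and −0.579 to 2.1 for *PDF1.2b*. They were −0.43 to 0.0417 for *JAZ1*, −0.0355 to 0.46 for *JAZ3* and −0.781 to 0.04 for *JAZ5*. List medians ranged from −0.132 to 1.5 for the anthocyanin response in WT, −0.652 to −0.0289 for the cell cycle response in WT and 0.0042 to 0.671 for the cell cycle difference of responses.

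Of 61 calls of single genes named here, robust variances, no fold minimum and a fold from mean FPKM changed none. Lost were 30 with only the groups compared, 18 with no minimum, 17 with the replicate block, 10 with a pseudocount of 0.1, 7 without both WT replicate 1 libraries and 1 with library weights. *LINC1* after *Pst hrcC*- was among the 30 (adjusted p = 0.0684). Of the 49 lists, 12 no longer passed without both WT replicate 1 libraries and 10 with library weights, and 0 with quantile normalization.

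Set tests were not run with robust variances, and the fold settings do not apply to them. No test on counts (edgeR or DESeq2) was run, since whole reads could not be recovered. The unknown depth limits what a value of 0 or near 0 shows, as for *PR1*, *AIG1* and *NIMIN1*.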

Differences from the paper's values

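The fit without both WT replicate 1 libraries was chosen after the values were seen, and it cannot separate the genotype from another state shared by WT replicate 1 and *linc1-1*. The paper states a p under 0.05 and a fold above 1.5 beside its counts, and in its methods an adjustment for multiple tests. The counts here use an adjusted p under 0.05 and the same fold.

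In mock-treated seedlings 3 genes were higher in *linc1-1* against 420 in the paper. Of 20 alternatives set before the data were examined, unadjusted p gave 300, within 1.5 times of the paper's value, and the other 19 did not. There were 3 lower genes against the paper's 912. Library weights gave 743, within 1.5 times, and the other 19 did not. Leaving out both WT replicate 1 libraries, chosen after the values were seen, gave 637 lower genes, also within 1.5 times, but 1005 higher genes, which is not. The paper's own gene lists are not in the files, so how many of its genes this drops could not be counted.

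In WT, *Pst hrcC*- raised 30 genes (paper 786) and lowered 0 by limma (184 at an unadjusted p under 0.05; paper 832), a total of 30 (paper 1618). In *linc1-1* it raised 101 (paper 865) and lowered 0 by limma (62 at an unadjusted p under 0.05; paper 456). None of the 20 alternatives came within 1.5 times of any of these 5 values. At unadjusted p, the highest counts were 360 and 465 raised genes.

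After *Pst hrcC*-, 29 genes were higher in *linc1-1* than in WT (paper 385), and none of the 20 alternatives, which gave 3 to 1103, came within 1.5 times. There were 43 lower genes (paper 585), and unadjusted p (654) and library weights (668) came within 1.5 times while the other 18 did not. The largest clusters held 55, 32 and 28 genes (paper 529, 388 and 263). Complete linkage, z-scores without the log and only the genes called between the lines after *Pst hrcC*- did not come within 1.5 times of any of the 3.

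The paper states that immune genes raised in WT are repressed in *linc1-1*. Of the 30 genes raised in WT, 26 were also called in *linc1-1*, where the response was smaller for 11. None of the 30 was in the SA, ET or pattern-triggered immunity lists, so this count does not cover those genes. Of the 360 genes raised at unadjusted p, 202 had a smaller response in *linc1-1*, which choosing genes by their WT response favours. At unadjusted p, 98 of 360 genes raised in WT were lower and 31 higher in *linc1-1* than in WT after *Pst hrcC*-. Both comparisons use the same WT libraries, and unchanged groups gave a mean of 52 lower of 238 in 20 simulations. Those groups held no response to *Pst hrcC*-, unlike the real WT groups, and their genes varied independently. The simulations thus cannot decide what these counts show, and no direction is drawn from them.

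The paper gives higher *MYC2*, *PDF1.2b*, *VSP1* and *VSP2* in *linc1-1* under both treatments, by qRT-PCR. Here *MYC2*, *PDF1.2b* and *VSP1* were negative in mock, and *VSP2* was near 0 (0.48 without both WT replicate 1 libraries). After *Pst hrcC*- *MYC2* was at −0.01 and the other 3 positive, as in the paper. The paper has *CYP94B1* and *CYP94C1* inhibited after *Pst hrcC*- in its transcriptome data, without naming the comparison. Read as *linc1-1* against WT, both were lower in *linc1-1* here as well, without being called. Read as *Pst hrcC*- against mock, both were higher in each line. By qRT-PCR the paper gives a weaker induction in *linc1-1* for *CYP94B1*, *CYP94C1*, *JAO2*, *JAO3*, *JAO4* and 5 JAZ genes. Here the response was smaller in *linc1-1* for *CYP94C1*, *JAO3* and *JAO4*, as in the paper, and larger for *CYP94B1* and *JAO2*. It was larger for 4 of the 5 JAZ genes (differences of −0.29 to 0.85), and no such difference was called. In level after *Pst hrcC*-, 4 of the 5 JAZ genes and all 5 catabolism genes were lower in *linc1-1* than in WT, none called. The paper gives *MYB51* as higher in *linc1-1*. Here it was at −0.74 between the lines after *Pst hrcC*-, while *MYB28*, *MYB29* and *MYB34* were positive, as in the paper. The paper also gives 6 GS biosynthesis genes as higher in *linc1-1* without bacteria. Here 3 of them were positive and 3 negative in mock, none called.

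Several genes the paper reports as changed were called between the lines after *Pst hrcC*- only in other settings, in the paper's direction. Unadjusted p called *PR1*, *PR2*, *ACS11*, *ERF2*, *VSP1*, *VSP2*, *CYP94B1*, *CYP94C1*, *JAO3*, *JAO4*, *MYB28*, *CYP79F1* and *CYP79F2*. Library weights called *VSP1*, *VSP2*, *CYP94B1*, *CYP94C1*, *MYB28*, *MYB29*, *CYP79F1*, *CYP79F2* and *CYP83A1*. Leaving out both WT replicate 1 libraries called these 9 and *ACS11* and *ERF6*. Leaving out WT *Pst hrcC*- replicate 1 called *CYP94C1*, *MYB28* and *CYP79F2*, and leaving out *linc1-1* *Pst hrcC*- replicate 3 called *JAO4*. *MYB51* was called lower with unadjusted p, library weights and without both WT replicate 1 libraries, against the paper's direction.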

Other observations

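The tests without both WT replicate 1 libraries were chosen after the result was seen.

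In mock-treated seedlings, touch and wounding genes, a list set as a check on handling, were already low in *linc1-1*. All 7 were negative, with a median of −0.87 on the log2 scale, none called over all genes and 3 lower when adjusted over the list alone. Camera's adjusted p was 4.1e-05, but 0.225 with an estimated correlation, and 0.00332 without both WT replicate 1 libraries. In mock it also passed downward for ET (0.0164), SA (0.0492), pattern-triggered immunity (0.0374), JA catabolism (0.00291) and JAZ genes (0.0105). Cell cycle genes passed upward (0.00199). None of these passed with an estimated correlation (0.487 to 0.648). Without both WT replicate 1 libraries SA (0.0897) and pattern-triggered immunity (0.0529) did not pass, and the others did. Abscisic acid, cold and drought genes had a median of −0.35 in mock (6 of 8 negative; adjusted p = 0.00387, and 0.227 with an estimated correlation) and −0.07 after *Pst hrcC*- (adjusted p = 0.0857). They passed in neither without both WT replicate 1 libraries (0.641 and 0.74).

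After *Pst hrcC*-, the 4 tested heat shock genes had a median of −0.32 in *linc1-1* against WT, with 2 of 4 negative (adjusted p = 0.044, and 0.487 with an estimated correlation; 2 lower when adjusted over the list alone), and did not pass without both WT replicate 1 libraries (0.54). The nuclear envelope and LINC family list passed downward (adjusted p = 0.0164, and 0.418 with an estimated correlation), with a mean of −0.32 and a median of −0.08 over 10 genes, of which *LINC1* alone was called. It passed without both WT replicate 1 libraries as well (0.0205, and 0.435 with an estimated correlation). The list holds *LINC1* itself, the gene disrupted in this line (log2 fold change −2.67), and was not tested without it. Its pass thus does not show a change in the other members. Root genes (median 0.33, 10 of 11 positive, adjusted p = 0.512) and photosynthesis genes (median 0.49, 17 of 20 positive, adjusted p = 0.214) did not pass. Photosynthesis genes without both WT replicate 1 libraries had a median of 1.09, with 12 called higher (adjusted p = 8.01e-06, and 0.514 with an estimated correlation), while root genes did not pass (0.275). Clock genes had a median of 0.47 and a mean of 0.24, while the set test pointed down without passing (adjusted p = 0.798). Without both WT replicate 1 libraries, of which the *Pst hrcC*- one has the morning pattern, the median was −0.35 and the list passed downward (adjusted p = 0.0372, and 0.514 with an estimated correlation).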
